# AMP1 and CYP78A5/7 act through a common pathway to govern cell fate maintenance in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pgen.1009043

**Published:** 2020-09-22

**Authors:** Olena Poretska, Saiqi Yang, Delphine Pitorre, Brigitte Poppenberger, Tobias Sieberer

## Abstract

Higher plants can continuously form new organs by the sustained activity of pluripotent stem cells. These stem cells are embedded in meristems, where they produce descendants, which undergo cell proliferation and differentiation programs in a spatiotemporally-controlled manner. Under certain conditions, pluripotency can be reestablished in descending cells and this reversion in cell fate appears to be actively suppressed by the existing stem cell pool. Mutation of the putative carboxypeptidase ALTERED MERISTEM PROGRAM1 (AMP1) in Arabidopsis causes defects in the suppression of pluripotency in cells normally programmed for differentiation, giving rise to unique hypertrophic phenotypes during embryogenesis as well as in the shoot apical meristem. A role of AMP1 in the miRNA-dependent control of translation has recently been established, however, how this activity is connected to its developmental functions is not resolved. Here we identify members of the cytochrome P450 clade CYP78A to act in parallel with AMP1 to control cell fate in Arabidopsis. Mutation of CYP78A5 and its close homolog CYP78A7 in a *cyp78a5*,*7* double mutant caused suspensor-to-embryo conversion and ectopic stem cell pool formation in the shoot meristem, phenotypes characteristic for *amp1*. The tissues affected in the mutants showed pronounced expression levels of *AMP1* and *CYP78A5* in wild type. A comparison of mutant transcriptomic responses revealed an intriguing degree of overlap and highlighted alterations in protein lipidation processes. Moreover, we also found elevated protein levels of selected miRNA targets in *cyp78a5*,*7*. Based on comprehensive genetic interaction studies we propose a model in which both enzyme classes act on a common downstream process to sustain cell fate decisions in the early embryo and the shoot apical meristem.

## Author summary

Plants continuously form new organs throughout their lifetime. This reiterative organ formation enables plants to explore their habitat for essential resources such as light, water and minerals despite their inability to move. It is also the key to their remarkable regenerative power whereby they can overcome even substantial physical injury. Shoot organ formation takes place in growing points, where pluripotent stem cells steadily deliver organ-initiating daughter cells that subsequently differentiate into various tissues. For optimal fitness, it is fundamental that daughter cells lose their stem cell identity in the right place at the right time. The carboxypetidase ALTERED MERISTEM PROGRAM1 (AMP1) suppresses stem cell identity in organ-forming daughter cells, however, its specific molecular function in this process is yet unknown. Our work functionally links AMP1 with the cytochrome P450 oxidases CYP78A5/7. We show that AMP1 and CYP78A5/7 share strongly overlapping expression patterns and that their loss-of-function leads to nearly identical cell fate defects in the tissues, in which they are expressed. Based on genetic and molecular analyses we postulate that the two enzyme classes act on a common downstream process, which maintains cell fate decisions and affects miRNA-mediated inhibition of translation and protein lipidation.

## Introduction

The development of multicellular organisms requires the maintenance of pluripotent stem cells and the coordinated differentiation of stem cell descendants into organs and tissues with specific functions. Plants contain organ-forming stem cell niches called meristems which are established during embryogenesis and allow continuous and modular growth. The shoot apical meristem (SAM) is a dome-shaped structure organized into distinct zones, which harbor cells with different functions. Pluripotent stem cells are located in the central zone and their identity is specified by an underlying organizing center (OC). Stem cell descendants displaced to the meristem periphery undergo transition to a determinate cell fate during the process of organ initiation in a ring-like morphogenetic zone. Preservation of this spatial zonation is important for meristem function [1].

Classical microsurgery as well as more recent laser ablation experiments on SAMs in different species revealed that the stem cells in the central domain control the pluripotency status of their progeny in the meristem periphery [2–6]. Destruction of the central zone triggers the re-specification of a substitutive stem cell niche from PZ cells. Thus, by a yet unknown mode the stem cell niche in the SAM actively suppresses the stem cell identity of cells in the peripheral zone. This lateral inhibition of pluripotency ensures that only one active stem cell niche (SCN) is maintained and at the same time provides a safeguard system to sustain meristem function, in case of SCN damage. However, the precise molecular mechanism mediating this process is not understood to date [5, 7].

One factor, which appears to play a central role in the lateral inhibition of pluripotency is the putative carboxypeptidase ALTERED MERISTEM PROGRAM1 (AMP1). Arabidopsis seedlings mutated in *AMP1* contain enlarged SAMs, which form ectopic stem cell niches in the meristem periphery in the presence of an intact primary stem cell population [8–10]. This suggests that AMP1 is involved in the production, transport or detection of a signal, which suppresses pluripotency in the cells of the PZ. The ectopic stem cell pool formation in *amp1* shoot meristems is rather unique and genetic analyses surprisingly revealed that AMP1 acts largely in a cytokinin and WUSCHEL-independent manner [10].

Analysis of *amp1* embryo development also revealed a defect in the maintenance of suspensor cell identity. The suspensor represents a supportive structure of differentiated cells, that anchors the embryo proper in the ovule. Suspensor cells retain a latent pluripotent state and can develop into functional secondary embryos upon abortion of the initial embryo [11]. *amp1* mutant suspensors frequently start to proliferate and form an embryonic cell mass, which becomes incorporated in the primary proembryo [12].

AMP1 belongs to the M28B family of metalloproteases [9]. The best-studied member of this family is the human glutamate carboxypeptidase II (HsGCPII), which serves as a tumor marker. In neuronal tissues, GCP II de-glutamylates the neurotransmitter NAAG, whereas in the intestine the enzyme acts on poly-glutamylated folates [13]. However, its precise physiological function during normal development and tumor formation is not well understood [14]. HsGCPII and AMP1 share the same domain structure and the zinc-binding catalytic center, however the overall sequence similarity is only 28% and important residues required for GCPII substrate recognition are not conserved in AMP1 [15, 16]. Consistent with a functional divergence between the animal and plant proteins, heterologous HsGCPII expression did not rescue any of the *amp1* phenotypes [16].

It has previously been demonstrated that AMP1 contributes to the miRNA-dependent control of translation [17]. Loss of AMP1 function results in an over-accumulation of various tested miRNA target proteins. This defect was only weakly manifested in *amp1* single mutants, however additional elimination of the RNA DEPENDENT RNA POLYMERASE6 (RDR6) or the AMP1 paralog LIKE AMP1 (LAMP1) caused strongly elevated protein levels of miRNA sensitive reporters in the absence of increased mRNA levels. These data imply that AMP1/LAMP1 mediate miRNA-dependent translational inhibition without affecting miRNA-triggered mRNA slicing. Furthermore, AMP1/LAMP1-dependent translational repression was only apparent at ribosomes of the endoplasmic reticulum where AMP1 partially co-localizes with AGO1 [17]. Interestingly, the unique developmental phenotype of *amp1* is neither found in mutants with a general deficiency in the miRNA pathway [18] nor present in plant lines with a specific defect in miRNA-dependent translational repression [19–21]. This discrepancy might be caused by a locally restricted release of translational repression in the AMP1/LAMP1 expression domain affecting only a subset of miRNA targets. Recently, indirect evidence was provided that the over-accumulation of the miRNA-controlled HD-ZIP III proteins contributes to the shoot phenotype of *amp1* [22]. However, several other miRNA-targets have been shown to be mis-regulated in the mutant and their phenotypic impact has yet to be revealed.

Mutation of the *AMP1* ortholog *PLASTOCHRON3* (*PLA3*) in rice also results in a shoot hypertrophy defect with bigger SAM size, ectopic stem cell pool formation and strongly accelerated leaf formation rate [23]. The rice *pla3* mutant is highly reminiscent of *plastochron1 (pla1)*, which has a defect in the cytochrome P450 oxidase CYP78A11 [24]. CYP78A is a conserved plant specific clade of cytochrome P450 enzymes [25]. The majority of the CYP78A genes were first discovered due to their flower and meristem specific expression pattern [26–28]. In Arabidopsis, the CYP78A clade consists of 6 members. On the one hand, they have been assigned a key function in the growth control of organs, such as leaves, petals, seeds, fruits [29–32]. In this context the enzymes appear to act in a non cell autonomous manner [33]. On the other hand, loss of CYP78A5/7 function in Arabidopsis has been shown to significantly shorten the plastochron as found for the *pla1* mutant in rice [24, 34]. Since this enzyme clade oxidizes short chain fatty acids *in vitro* [35, 36], it was postulated that it might act on the production of a novel hormone like signal, which controls organ size and leaf formation rate, however the *in vivo* enzymatic functions of CYP78A clade members have yet to be discovered.

Due to the reported similarity of plastochron defects between *amp1* and *cyp78a* mutants in Arabidopsis and rice we asked whether CYP78A function also impacts cell fate maintenance and thus contributes to a common molecular pathway with AMP1. We found that AMP1 and CYP78A5 show strongly overlapping tissue-specific expression patterns in the embryo and vegetative shoot. Mutation of *cyp78a5*,*7* moreover caused the same type of suspensor-to-embryo conversion and ectopic stem cell pool formation in the shoot meristem as described for *amp1*. The phenotypic similarities were underlined by overlapping molecular signatures including expression of stem cell markers, transcriptomic changes and accumulation of AMP1-controlled miRNA targets. Finally, genetic interaction studies revealed that both enzyme classes act on a common downstream process in a partially redundant manner.

## Results

### AMP1 and CYP78A5 show overlapping expression patterns in the embryo and in the post-embryonic shoot meristem

To define, to which extend AMP1 and CYP78A5 (also known as KLU [29]) are co-expressed in a tissue dependent manner, we compared their expression patterns during different developmental stages using available reporters and *in situ* hybridization analysis. pAMP1::AMP1-GFP could be earliest detected in the suspensor and the hypophysis of globular embryos and continued to be strongly expressed there until the late heart stage (Fig 1A). After degeneration of the suspensor, AMP1 expression was most prominent in the basal outer areas of the root pole. Moreover, the *in situ* hybridization experiments also revealed AMP1 expression at the lateral base and along the edges of the cotyledon primordia producing a horseshoe-like pattern (Fig 1D and 1E). Similar to AMP1, strong CYP78A5 expression could be detected in the suspensor and the hypophysis from the globular stage onward (Fig 1A and 1B). In addition, the CYP78A5 transcriptional reporter pKLU::YFP was active between and at the tips of emerging cotyledon poles at the heart stage. Microscopic analysis from different angles revealed a horseshoe-like expression pattern in the cotyledons of torpedo stage embryos with the strongest expression at the lateral bases encompassing the developing SAM (Fig 1C). Moreover, pKLU::YFP fluorescence sustained in the embryonic root pole after the suspensor underwent apoptosis (Fig 1A and 1C). Taken together, AMP1 and CYP78A5 show an extensive overlap of expression in the suspensor and proembryo.

**Fig 1:**
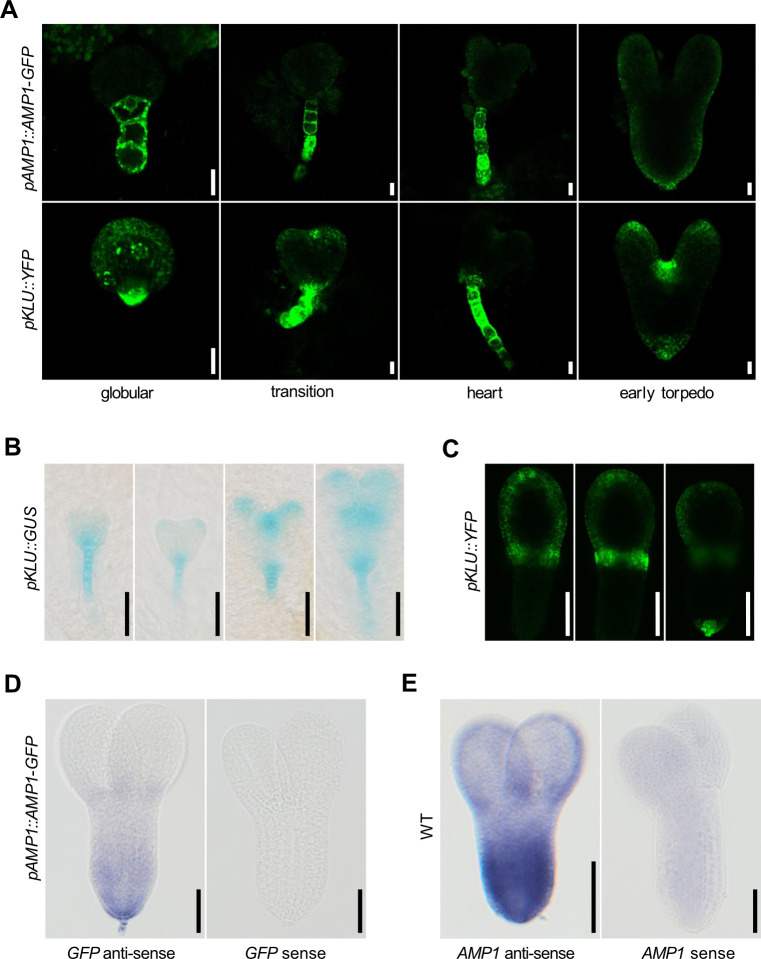
Comparison of *AMP1* and *CYP78A5* expression domains in the embryo. **(A)** pAMP1::AMP1-GFP and pKLU::YFP fluorescence in embryos at the indicated developmental stages. **(B)** Activity of the CYP78A5-specific pKLU::GUS reporter in embryos at the globular, transition, heart and torpedo stage. **(C)** pKLU::YFP fluorescence in a torpedo stage embryo. Three consecutive sagittal optical sections through a cotyledon primordium and the adjacent shoot meristem. **(D)** RNA *in situ* hybridization using a *GFP*-specific anti-sense (left) and sense (right) probe in *pAMP*::*AMP1-GFP* torpedo stage embryos. **(E)** RNA *in situ* hybridization using an *AMP1*-specific anti-sense (left) and sense (right) probe in *pAMP*::*AMP1-GFP* torpedo stage embryos. Size bars represent 10 μm (A) and 50 μm (B, C, D and F).

We also compared the expression patterns of AMP1 and CYP78A5 in the post-embryonic shoot since the corresponding mutants are particularly affected in shoot meristem function. Due to the relative weak fluorescence of the AMP1-GFP reporter in the shoot we performed RNA *in situ* hybridization analysis in this line using a GFP-specific probe. The antisense probe revealed a strong signal in young leaf primordia (Fig 2A and 2B). In longitudinal sections the signal appeared stronger at the adaxial side. Analysis of transversal sections supported a slight enhancement of the signal towards the adaxial side and the edges of the primordia (Fig 2A). Furthermore, an AMP1-GFP specific signal was also present in the shoot meristem area (Fig 2A). Analysis of pKLU::GUS and pKLU::YFP activities revealed an extensive overlap of *CYP78A5* expression with that of *AMP1* in young leaf primordia and the shoot meristem area (Fig 2C and 2D). In leaf primordia pKLU::YFP fluorescence was strongest along the rim and towards the base of the organ resulting again in a horseshoe-like pattern as found in the embryonic cotyledons. Transcriptome map mining (S1 Fig;[37]) supported substantial expression of *CYP78A5* in the border between the SAM and leaf primordia (*LAS* expression domain), in different domains of the SAM (*UFO*, *CLV3* and *WUS*) as well as in the rim region of the primordium (*PTL*). *AMP1* transcripts were also detectable in these domains but at markedly lower levels.

**Fig 2:**
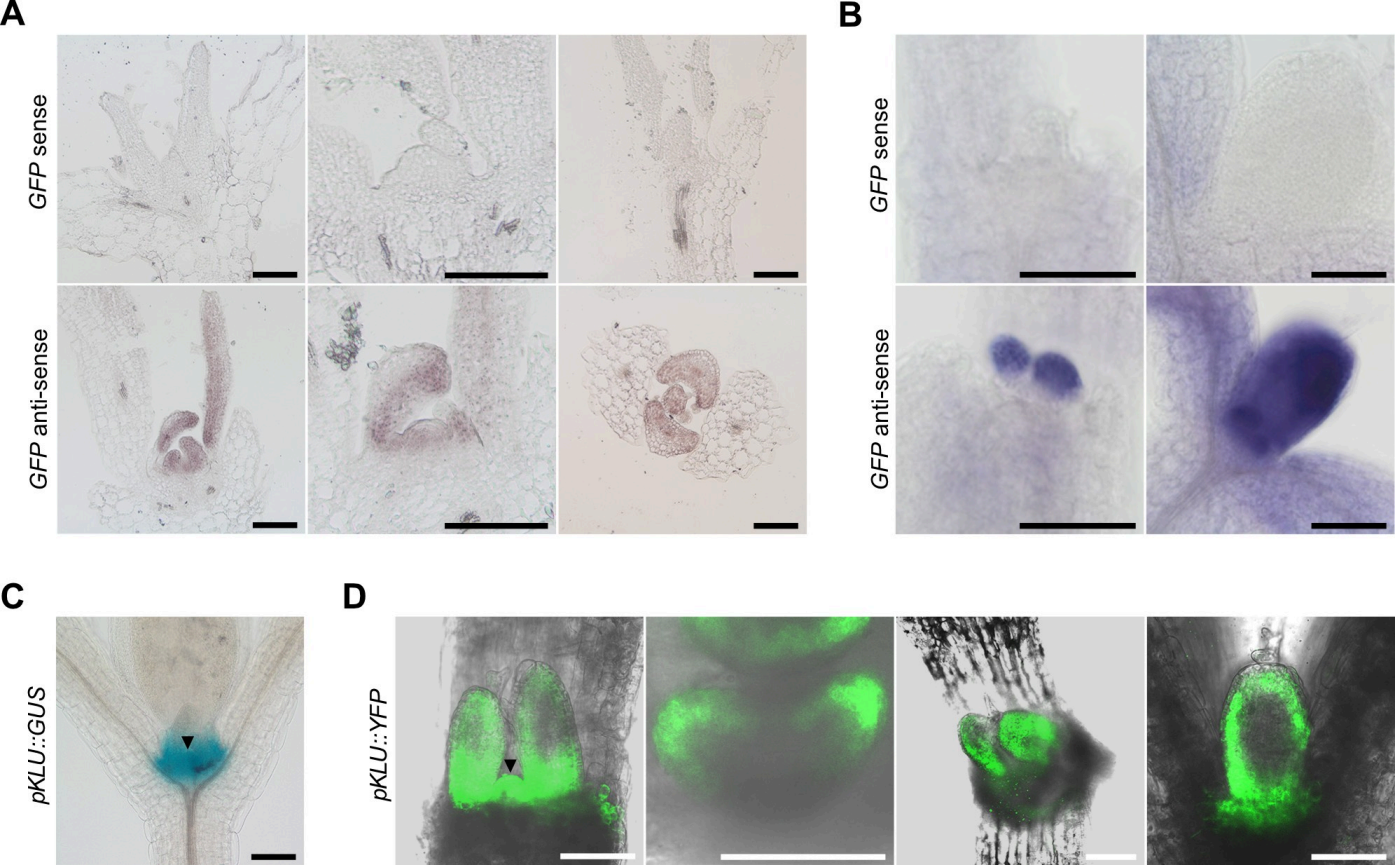
Comparison of *AMP1* and *CYP78A5* expression domains in the vegetative shoot. **(A)** RNA *in situ* hybridization with longitudinal (left, middle) and transversal (right) shoot sections of 7-day-old *pAMP1*::*AMP1-GFP* seedlings using a *GFP*-specific sense (upper panel) and anti-sense probe (lower panel). **(B)** Whole mount RNA *in situ* hybridization with shoots of 7-day-old *pAMP1*::*AMP1-GFP* seedlings using a *GFP*-specific sense (upper panel) and anti-sense probe (lower panel). In the left images the first pair of true leaves were removed. **(C)** pKLU::GUS activity in shoots of 7-day-old wild-type seedlings. The black arrowhead marks the tip of the shoot meristem area. **(D)** pKLU::YFP fluorescence in shoots of 6-day-old wild-type seedlings. Images were taken at different angles to the shoot axis; left image: coronal plane, the black arrowhead marks the tip of the shoot meristem area; two images in the middle: transversal plane; right image: sagittal plane. Size bars represent 100 μm (A, B and C) and 50 μm (D).

### Loss of CYP78A5/7 function triggers suspensor-to-embryo conversion

Next we determined whether *amp1*-specific defects in cell fate control occur in CYP78A loss-of-function mutants. Since it was reported that CYP78A7 acts partially redundant with CYP78A5 in the control of the plastochron [34] and is the only homolog with a considerably overlapping expression in the SAM (S1 Fig), we generated a *cyp78a5*,*7* double mutant and analyzed its embryonic development. As previously described [12], *amp1* suspensors start to proliferate, adapt embryonic identity and fuse with the proembryo, which subsequently converts to an inordinately large shoot meristem (Fig 3A). Strikingly, *cyp78a5*,*7* double mutants show the same suspensor-specific reappearance of pluripotency, resulting in conjoined twin embryos with a massively enlarged shoot meristematic structure surrounded by more than two cotyledons. Like in *amp1*, the primary proembryo fully adapts shoot meristematic identity as indicated by the strong expression of the pCLV3::GUS reporter in this structure (Fig 3B).

**Fig 3:**
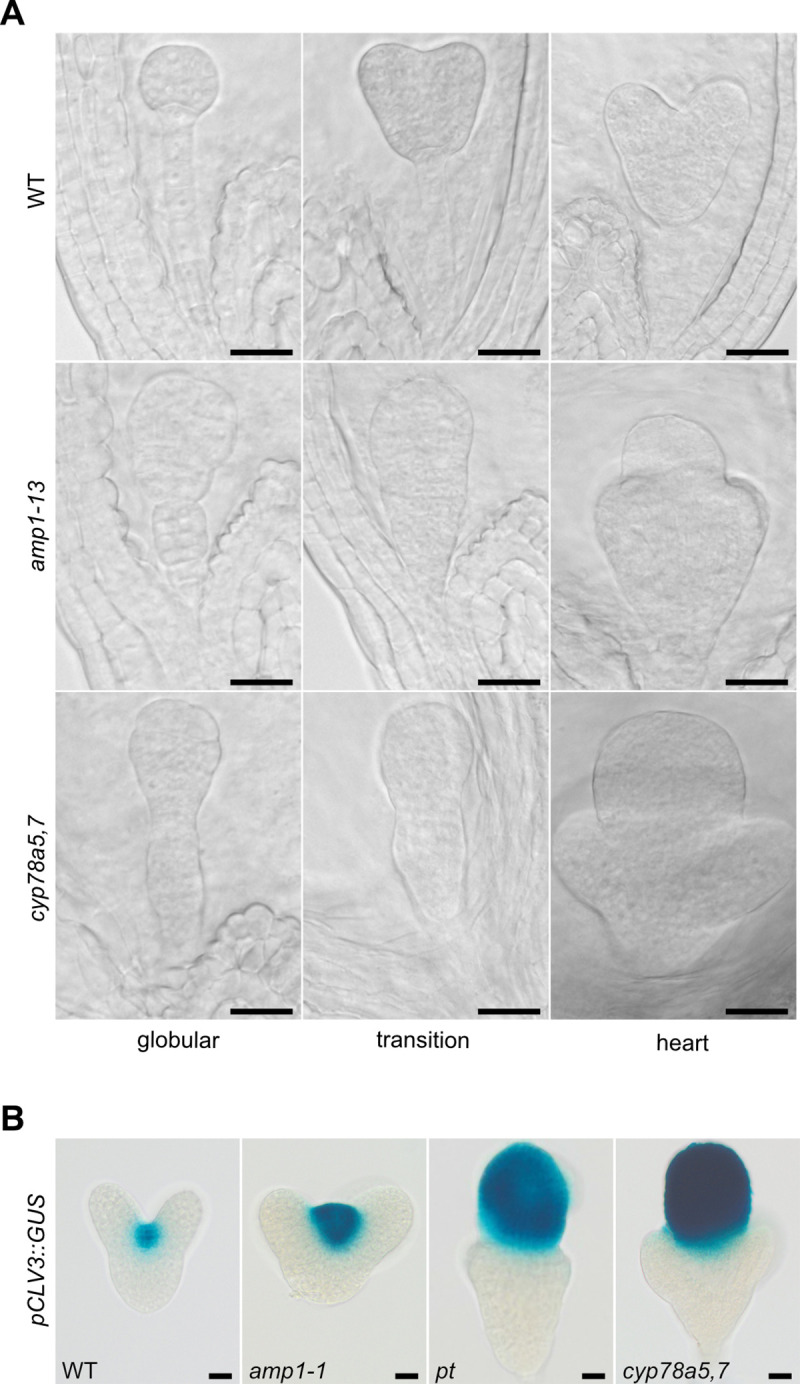
*cyp78a5*,*7* mutants show a suspensor to embryo conversion phenotype. **(A)** Wild-type (upper panel), *amp1-13* (middle panel) and *cyp78a5*,*7* (lower panel) embryos at the indicated developmental stages. **(B)** pCLV3::GUS activity in embryos of the indicated genotypes at the late heart stage. Size bars represent 20 μm.

### Loss of CYP78A5/7 function phenocopies the shoot hypertrophy defect of *amp1*

After germination, the oversized SAM of *amp1* seedlings, established during embryogenesis, further enlarges by the formation of ectopic stem cell pools in the SAM periphery [10]. The resulting stem cell cluster give rise to a massive SAM surface area and develop leaves in parallel, partially contributing to the increased leaf formation rate of the mutant (Fig 4A and 4C). *cyp78a5* seedlings only showed a slight increase in leaf number and SAM surface size compared to wild type (Fig 4A–4D). In contrast, *cyp78a5*,*7* double mutants developed a shoot morphology nearly indistinguishable to the strong *amp1-13* allele including polycotyly, precocious and pronounced formation of compact true leaves and an oversized shoot meristem area (Fig 4A and 4B). With a 2.6-fold increase in leaf number and a 12-fold increase in SAM surface compared to wild type also the quantitative severity of the *cyp78a5*,*7* defect was very close to that of *amp1-13* (Fig 4C and 4D).

**Fig 4:**
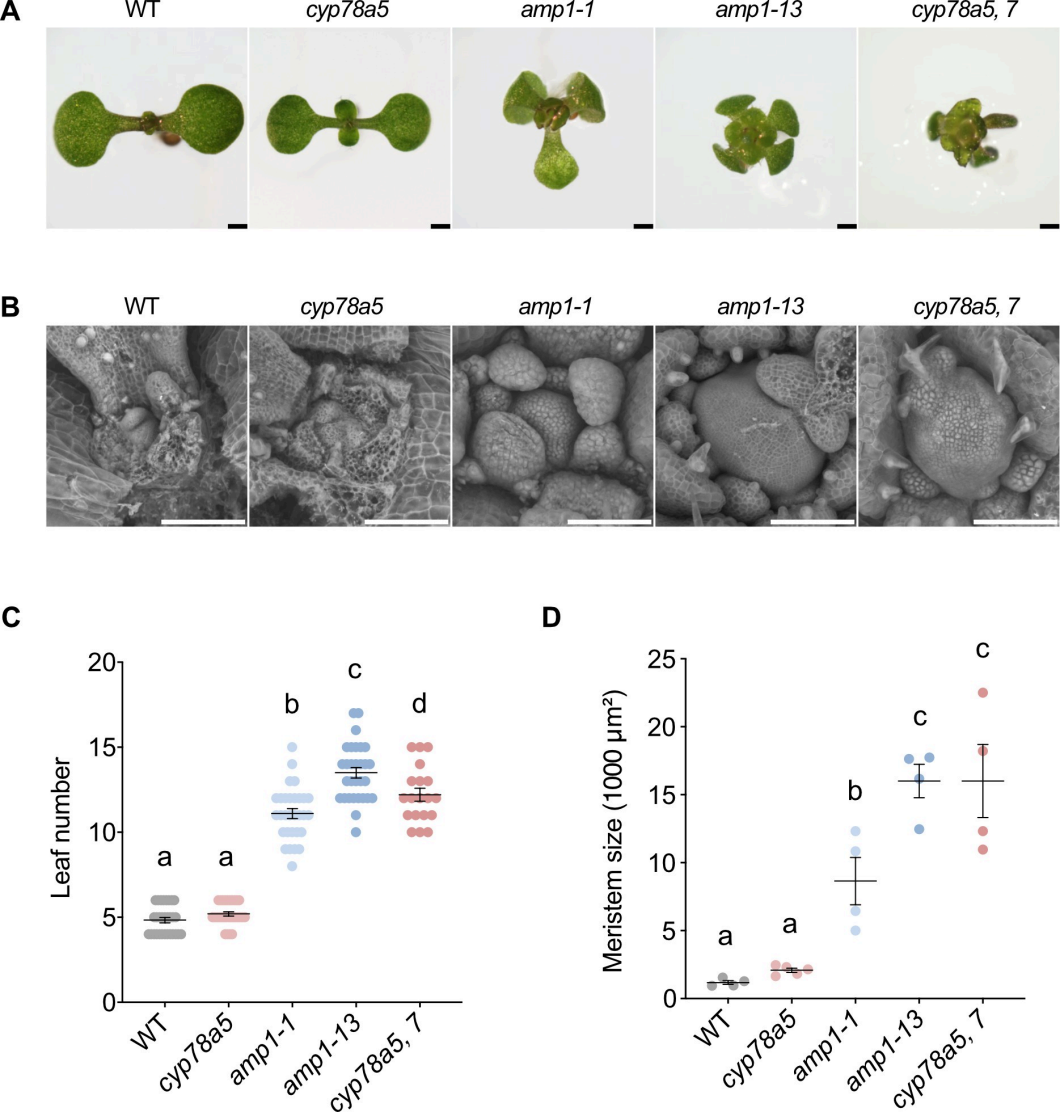
*cyp78a5*,*7* plants show *amp1*-related shoot defects. (**A**) Shoot phenotypes of wild-type, *cyp78a5*, *amp1-1*, *amp1-13* and *cyp78a5*,*7* plants at 7 DAG. (**B**) Scanning electron micrographs of shoot apices of 7-day-old wild-type, *cyp78a5*, *amp1-1*, *amp1-13* and *cyp78a5*,*7* plants. (**C**) Quantification of rosette leaf number in seedlings of the indicated genotypes at 7 DAG. (means ± SE of the mean; n ≥ 30). Different letters over the error bars indicate significant differences (P < 0.05; one-way ANOVA followed by Tukey’s multiple comparison tests). (**D**) Quantification of a SAM surface area of 7-day-old plants; (means ± SE of the mean; n ≥ 4). Different letters over the error bars indicate significant differences (P < 0.05; one-way ANOVA followed by Tukey’s multiple comparison tests). Size bars represent 500 μm (A) and 100 μm (B).

### Loss of CYP78A5/7 function causes ectopic stem cell pool formation in the vegetative shoot meristem and enhances RAP2.6L expression

To follow stem cell pool development in *cyp78a5*,*7* shoot meristems, we analyzed the OC-marker pWUS::GUS in the double mutant. In *amp1*, depending on the allelic strength, between 5% (*amp1-1*) and 47% (*amp1-13*) of 7-day-old seedlings showed the formation of at least one additional WUS expression domain in the SAM periphery ([10]; Fig 5A). Ectopic OC-formation at a similar rate to that of *amp1-13* was found in *cyp78a5*,*7* seedlings, whereas *cyp78a5* single mutants were aphenotypic in this respect (Fig 5A). At a later developmental stage, the number of individual OC-foci and corresponding CLV3 expressing areas further increased in *cyp78a5*,*7* and frequently surrounded a central stem cell negative domain (Fig 5B), which often produced a radialized leaf-like organ (Fig 5C) and leaf primordia formation subsequently continued to the inner and outer side of the concentrically arranged stem cell pools. Notably, this specific SAM patterning defect is also a hallmark of strong *amp1* alleles such as *amp1-13* and *pt* ([10]; Fig 5C). These data indicate that CYP78A5/7, like AMP1, suppress the reappearance of stemness in cells of the SAM periphery.

**Fig 5:**
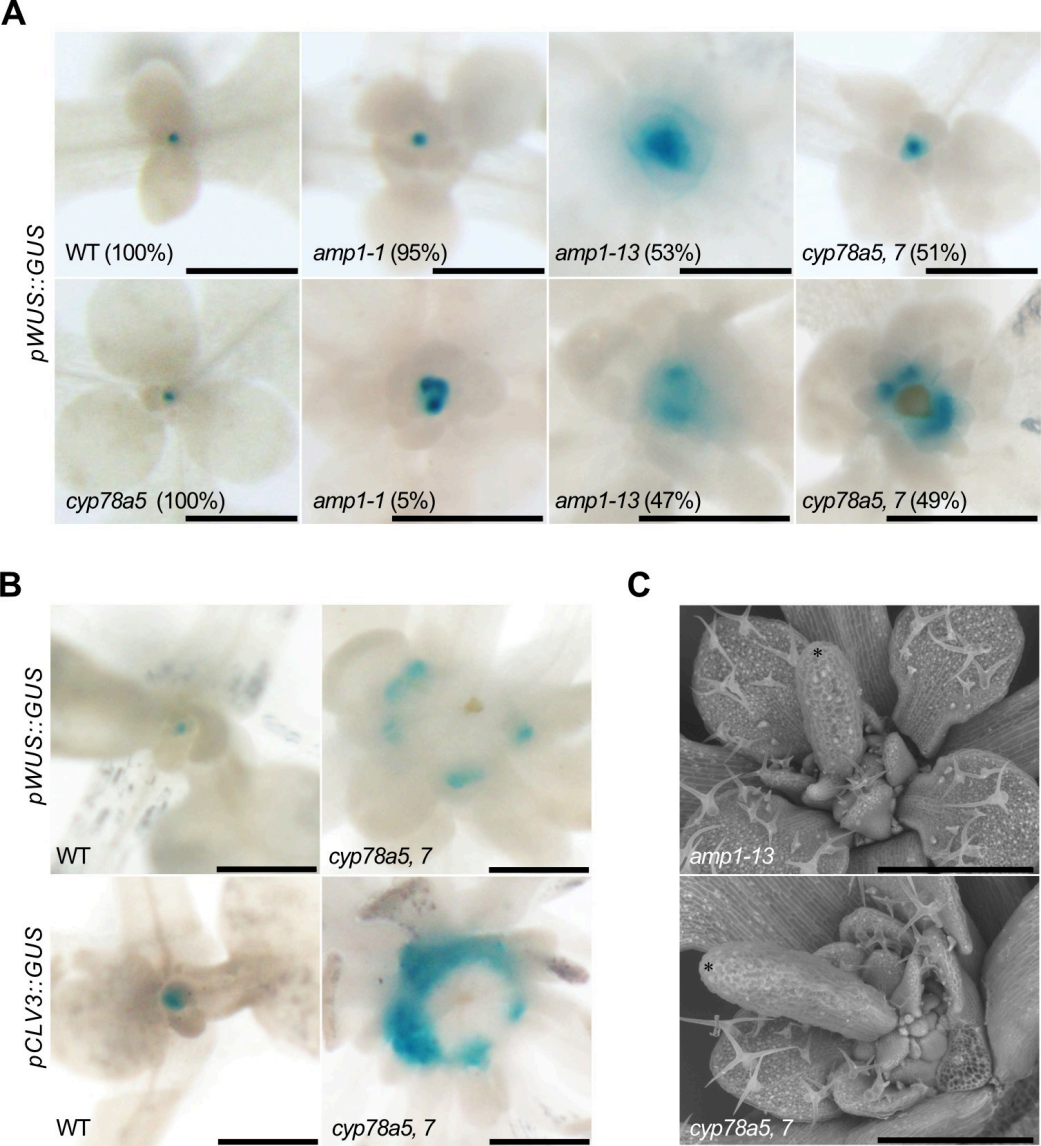
*cyp78a5*,*7* forms ectopic shoot stem cell pools similar to *amp1*. (**A**) pWUS::GUS activity in shoots of the indicated genotypes at 7 DAG. The frequencies of shown GUS-staining patterns are stated. (**B**) pWUS::GUS and pCLV3::GUS activities in shoots of wild type and *cyp78a5*,*7* at 10 DAG. (**C**) Scanning electron micrographs of shoot apices of 7-day-old *amp1-13* and *cyp78a5*,*7* plants showing the presence of a central leaf-like structure with radial polarity (black asterisk marks the tip of the structure). Leaf primordia were partially to visualize meristematic structures. Size bars represent 500 μm (A,B and C).

Another specific molecular signature connected to the stem cell specification defect of *amp1* is the enhanced expression of the AP2 transcription factor RAP2.6L, which contributes to the SAM hypertrophy and enhanced regeneration potential of the mutant [22]. GUS-reporter analysis revealed a comparable prominent up-regulation of RAP2.6L expression in *cyp78a5*,*7* seedlings (S2 Fig) indicating that also this defect is conserved between the mutant lines.

### *cyp78a5*,*7* and *amp1* seedlings show significantly overlapping transcriptomic changes

To further assess whether these striking phenotypic similarities between *amp1* and *cyp78a5*,*7* are also depicted in a congruency at the global gene expression level, we analyzed the transcriptomic responses of both genotypes using microarray analysis. The experiment was performed with 10-day-old seedlings. 

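Gene expression was measured on 9 Affymetrix ATH1 arrays, with 3 biological replicates each of wild type Col-0, cyp78a5,7 and amp1-13. The samples were 10-day-old whole seedlings from liquid MS medium with DMSO in multi-well plates under long days. The labels give 16 h of light, 26 °C, 1% sucrose and 1% DMSO. The paper's microarray methods give no temperature, and its general growth methods give a lower one for long days on agar or soil. The paper states that the amp1-13 arrays had already been used in a study of the compound hyperphyllin. The paper's own values came from RMA with quantile normalization of the raw arrays in ArrayStar. The deposited table instead holds MAS5 signals, which summarize the probes of each probe set on a linear scale. Each array had been scaled so that its mean without the lowest and highest 2% of probe sets was 100.0, and RMA could not be repeated from these summaries. The median signal was 31.19, 39.01 and 33.78 on wild type arrays 1 to 3, 34.48 to 37.16 on the cyp78a5,7 arrays and 37.84 to 38.45 on the amp1-13 arrays. The upper end of the scale was stretched on wild type arrays 1 and 3, whose 99th percentiles were 2133 and 2031 against 1678 to 1827 on the others. For the tests and log2 values given here, log2(signal + 16) was quantile normalized across the arrays. Signals of single genes are given as deposited, before this step. limma was fitted to the 3 genotypes together, with Benjamini-Hochberg adjustment over 22746 probe sets after 64 control probe sets had been left out. A probe set was called at an adjusted p under 0.05 and a change of at least 2-fold, as in the paper. The offset of 16 understates the fold change of dim probe sets, and 34.48% to 38.35% of the probe sets on each array lay under it. The sizes given for genes with a mean signal under 16 in a compared genotype, among them LOX3, JAZ8, TAT3, CKX4, PR1, PR2, PR5, MC2, CPK29, HB52, SAUR16, IAA29 and CBF3, therefore depend on it. No detection calls were in the table.
Genes were named from the platform annotation, which gave 13513 probe sets exactly 1 gene, and 820 more probe sets were named from Table S1 alone. The other probe sets, among them any for AMP1, CYP78A5 and WUS, could not be named. Table S1 lists genes that the study selected on these arrays, so the counts of gene lists named through it are not independent evidence of their direction. Below, a measured member of a gene list is one with a named probe set, and other members may lie among the unnamed probe sets. Outside the annotation only genes listed as changed were named, nearly all of them for cyp78a5,7. The shares of called members are therefore raised, most of all in cyp78a5,7, and do not describe whole lists. Counts adjusted over the list alone, given in brackets, adjust p over the same selected members. This selection loosens their threshold, so they are not a second line of evidence. CYP78A7, named through Table S1, was near the bottom of the scale, with a deposited signal of 11.2 ± 1.65 in wild type, 27.8 ± 8.29 in cyp78a5,7 and 24.3 ± 10.6 in amp1-13 (SD, n = 3 each). Its log2 fold change in cyp78a5,7 was 0.66 (adjusted p = 0.0535 from limma). The position of its probes relative to the T-DNA insertion was not given, so the genotypes are those of the labels. Table S1 and the deposited table did match, since all 1897 listed genes had the same direction here and their log2 fold changes correlated at r = 0.985 across genes, which are not independent replicates. Across all probe sets, arrays of the same genotype correlated at 0.964 to 0.991. The first principal component held 51.4% of the variance and placed the wild type arrays at -45.9 to -30.4, the amp1-13 arrays at -11.3 to 3.4 and the cyp78a5,7 arrays at 34.7 to 55.7. The number of arrays limits the precision. When changes of known size were added to simulated data of this design, 34% of the probe sets with a log2 change of 1 and 98% of those with 1.5 were called in the comparison of cyp78a5,7 with wild type. The fold threshold took part in this, since 66% of those with a log2 change of 1 passed by the adjusted p alone.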

Compared with wild type Col-0, 1897 and 953 genes were differentially expressed in *cyp78a5*,*7* and *amp1-13*, respectively. Of these genes, 511 were differentially expressed in both mutant lines (27% of *cyp78A5*,*7* mis-regulated genes and 54% of *amp1-13* mis-regulated genes), an overlap that is greater than would be expected by chance (P < 2.009e-308; Fig 6A and 6B; S1 Table). Moreover, expression heatmap analysis revealed that the co-regulated DEGs were largely altered in the same direction with only eight genes showing opposite change of expression between the two mutant genotypes (Fig 6C; S1 Table). 

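Genes of jasmonate turnover and signalling were among those with the largest increases in cyp78a5,7. CYP94C1, which oxidizes the active jasmonate conjugate, had a deposited signal of 16.7 ± 3.13 in wild type and 1369 ± 458 in cyp78a5,7 (SD, n = 3 each). This was a log2 fold change of 5.36 (SE 0.27, adjusted p = 0.000101 from limma). JAZ7, JAZ10 and JAZ5, which encode repressors of jasmonate signalling, rose by 4.89, 4.85 and 4.61 on the log2 scale, and the transcription factor gene RAP2.6 rose by 5.29. JAZ7 and RAP2.6 had wild type signals of 4.92 ± 3.08 and 9.98 ± 14.05 (SD, n = 3 each), under the offset of 16, so the size and rank of their changes depend on the offset. The largest decreases in cyp78a5,7 were in SDI1, LSU1 and LSU2, genes induced by sulphur limitation, with log2 fold changes of -3.41, -3.29 and -3.23. SDI1 fell from 1483 ± 148 to 126 ± 72.9 (SD, n = 3 each).
In amp1-13 the largest increase was in LHCB2.3, a light-harvesting protein of photosystem II, which rose from 46.1 ± 18.0 to 425 ± 102 (SD, n = 3 each), a log2 fold change of 2.82 (SE 0.33, adjusted p = 0.00317 from limma). BCB, a blue copper-binding protein, SEN5, a senescence-associated gene, and the touch-induced TCH4 rose by 2.82, 2.72 and 2.56 on the log2 scale. Among the largest decreases were those of QQS, AHP4 and AT1G22160, with log2 fold changes of -2.57, -2.17 and -2.17. QQS and AHP4 had amp1-13 signals under the offset, so the size and rank of their changes depend on it. AHP4 encodes a histidine phosphotransfer protein.
In total 995 probe sets were higher and 601 lower in cyp78a5,7 than in wild type, and 410 were higher and 181 lower in amp1-13. Without the fold threshold, 5409 and 2734 probe sets passed the test. The amp1-13 count was 326 without wild type replicate 3, 923 without wild type replicate 2, 389 without amp1-13 replicate 1 and 383 without amp1-13 replicate 2. With an offset of 64 instead of 16, 774 probe sets were called in cyp78a5,7 and 242 in amp1-13, and with only the probe sets annotated to 1 gene the counts were 830 and 268.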

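Among the genes raised in both mutants were EXO, a brassinosteroid-induced gene of cell expansion, with log2 fold changes of 3.02 in cyp78a5,7 and 2.22 in amp1-13, and XTH23, a xyloglucan-modifying enzyme, with 2.76 and 2.16. BCB was also raised in cyp78a5,7, by 3.44 on the log2 scale. RAP2.6L rose from a deposited signal of 27.5 ± 2.95 in wild type to 100.2 ± 39.5 in cyp78a5,7 and 82.3 ± 3.44 in amp1-13 (SD, n = 3 each). On the normalized values RAP2.6L rose 2.46-fold (SE 0.24 on the log2 scale, adjusted p = 0.0062) and 2.14-fold (SE 0.24, adjusted p = 0.0235 from limma). Its call in amp1-13 was lost when any 1 wild type or amp1-13 array was left out or with no offset, and its call in either mutant was lost with an offset of 64. Genes lowered in both included the homeobox gene HB52, with -2.04 and -2.12, RGF9, a root meristem growth factor peptide, with -2.90 and -1.71, and QQS, a regulator of carbon and nitrogen allocation, with -2.40 in cyp78a5,7.
Of the 313 probe sets called in both mutants, 196 were raised in both and 113 lowered in both. They made up 19.6% of the probe sets called in cyp78a5,7 and 53% of those called in amp1-13. Independent lists of the same sizes would share 41.5 (Fisher's exact test, one-sided, p = 2.3e-206), with 17.9 for raised and 4.8 for lowered probe sets (p = 3.4e-157 and 1.2e-133 from the same test). Both lists use the same 3 wild type arrays, and probe sets are not independent. When 2 unchanged mutants were simulated against shared wild type arrays, they had 0.01 called probe sets in common on average over 100 simulations, with a maximum of 1. That simulation holds no real change, and 3 wild type arrays could not be divided between the comparisons, so the part of the excess due to the shared controls was not measured. The median absolute log2 fold change of the shared probe sets was 1.65 in cyp78a5,7 and 1.32 in amp1-13, and 228 of them changed more in cyp78a5,7. Without wild type replicate 3 the overlap was 151, without wild type replicate 2 it was 538, and without amp1-13 replicate 1 or 2 it was 192 or 203. With an offset of 64 it was 113, and with only the probe sets annotated to 1 gene 148.

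**Figure D1:**
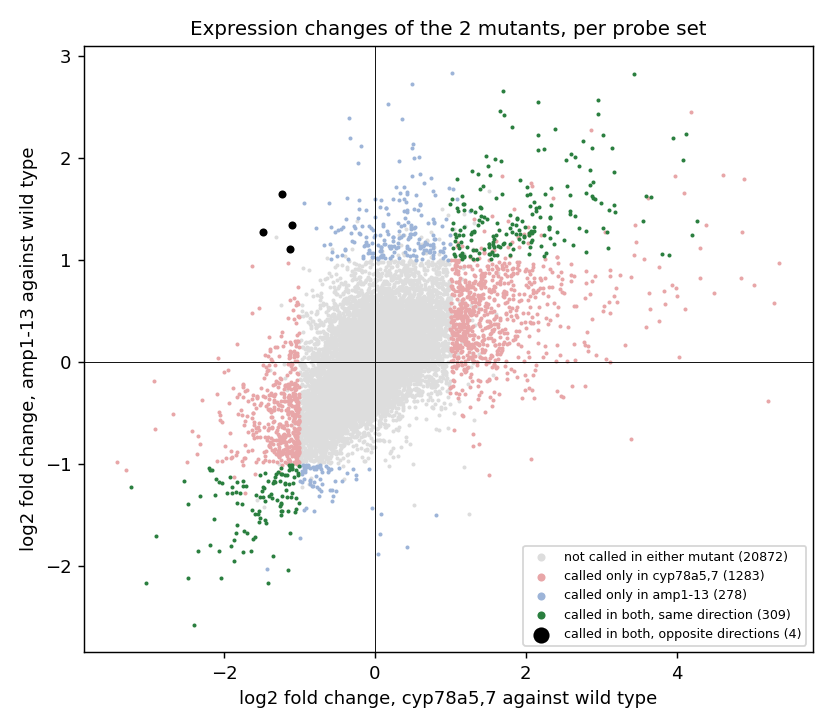
Log2 fold change of every probe set in cyp78a5,7 (horizontal axis) and in amp1-13 (vertical axis), each against wild type. Colours mark the probe sets called in neither mutant, 1283 called only in cyp78a5,7, 278 called only in amp1-13, 309 called in both in the same direction and 4 called in both in opposite directions. The last group lies in the upper left part.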

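Of the probe sets called in both mutants, 309 (98.7%) changed in the same direction and 4 in opposite directions, each of the 4 lower in cyp78a5,7 and higher in amp1-13. XTH6, a xyloglucan endotransglucosylase/hydrolase, had a deposited signal of 108 ± 38.0 in wild type, 36.1 ± 11.8 in cyp78a5,7 and 365 ± 74.0 in amp1-13 (SD, n = 3 each). Its log2 fold changes were -1.23 (adjusted p = 0.0172) and 1.64 (adjusted p = 0.0118 from limma). AT5G22920 had log2 fold changes of -1.48 and 1.27. AT4G33720 was 0.468-fold in cyp78a5,7, with 1.34 in amp1-13, and ERF104, an ethylene response factor, stood at -1.13 and was 2.15-fold in amp1-13. The other values of these 3 genes had adjusted p of 0.00335 to 0.0183 in cyp78a5,7 and 0.0139 to 0.0244 in amp1-13.
Genes called in a single mutant mostly had the same sign in the other. Of 1283 probe sets called only in cyp78a5,7, 1132 had the same sign in amp1-13 and 281 of these also had an adjusted p under 0.05 there. Among them was the jasmonate gene CYP94C1, with 0.97 in amp1-13 (adjusted p = 0.0487 from limma). Of 278 called only in amp1-13, 216 had the same sign in cyp78a5,7 and 85 of these had an adjusted p under 0.05. Compared directly, 519 of the probe sets called only in cyp78a5,7 and 106 of those called only in amp1-13 were called between the mutants, as were 48 of those called in both. The shared wild type arrays favour the same sign. Over all probe sets 73% had it here, against 66.7% when unchanged mutants were simulated, and no such value was computed for the called probe sets. The number of opposite probe sets was 0 without wild type replicate 3 or amp1-13 replicate 1, 1 without wild type replicate 1 or amp1-13 replicate 2, and 7 without cyp78a5,7 replicate 1. The amp1-13 call was lost for XTH6 without amp1-13 replicate 1, for AT4G33720 without amp1-13 replicate 1 or 2, for AT5G22920 without wild type replicate 3 or amp1-13 replicate 1 or 2, and for ERF104 without wild type replicate 3 or any amp1-13 array. The cyp78a5,7 call was lost for XTH6 without wild type replicate 1 or 3 or cyp78a5,7 replicate 3, for AT4G33720 without wild type replicate 1 or 3 or cyp78a5,7 replicate 1, and for ERF104 without wild type replicate 1 or cyp78a5,7 replicate 2. All 3 of these cyp78a5,7 calls and the amp1-13 call of ERF104 were lost with an offset of 64, and the amp1-13 calls of AT4G33720 and ERF104 with no offset.

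**Figure D2:**
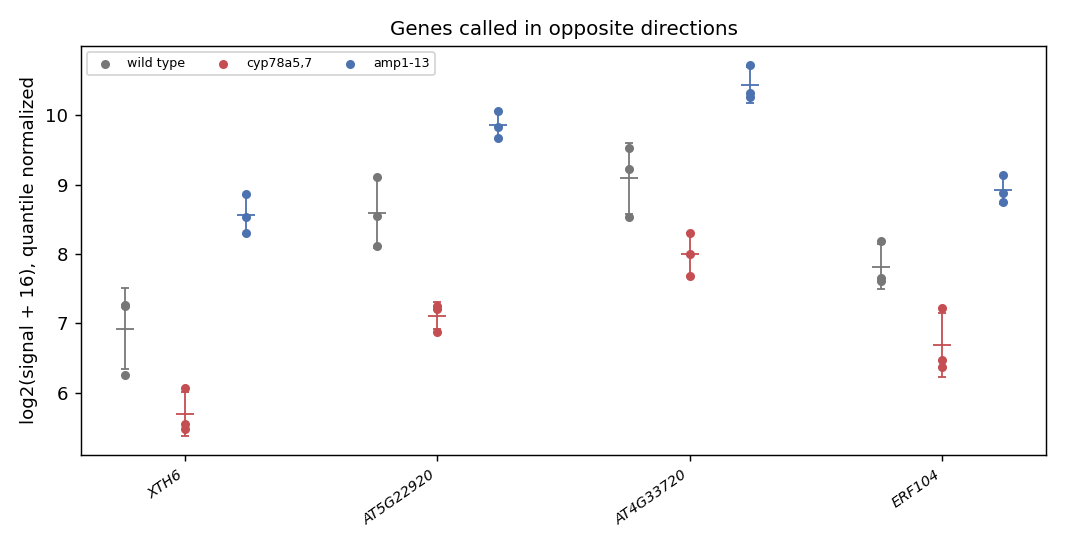
Quantile normalized log2(signal + 16) of the 4 genes called in opposite directions, on each array (points) with the mean and SD (bars, n = 3) of wild type, cyp78a5,7 and amp1-13. For every gene the cyp78a5,7 arrays are the lowest and the amp1-13 arrays the highest.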

To determine, whether the DEGs of the two lines show any specific hormonal signatures, we assessed the relative presence of core responsive gene sets for six different hormones (Fig 6D). 

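In cyp78a5,7, 10 of 12 measured genes of jasmonate signalling rose and none fell (limma, adjusted p under 0.05 and 2-fold; also 10 when adjusted over the list alone). JAZ1 rose by 4.13 (SE 0.25) on the log2 scale, JAZ9 by 3.90 and MYC2, the central transcription factor of the pathway, by 1.80. MYC3 and MYC4 did not pass, with log2 fold changes of 0.17 and -0.62. Of 12 genes of jasmonate synthesis and turnover, 11 rose (11 adjusted over the list alone), among them LOX3, AOC3 and OPR3, enzymes of the synthesis pathway, by 4.28, 3.44 and 3.04. The late jasmonate genes were divided, with TAT3, CLH1 and CORI3 higher by 3.85, 1.32 and 1.17 and ORA59 lower at -2.19 among 8 measured (3 and 1 adjusted over the list alone), and the defensin PDF1.2A at -1.56 (SE 0.93, adjusted p = 0.277 from limma).
In amp1-13, 4 of the 12 signalling genes rose (6 adjusted over the list alone), JAZ1 by 2.24, JAZ8 by 1.98, JAZ2 by 1.38 and JAZ9 by 1.04. A single synthesis gene, LOX3, rose, by 1.38 (adjusted p = 0.0478 from limma; 4 genes adjusted over the list alone), OPR3 stood at 0.55 (adjusted p = 0.0913), and of the late genes ORA59 fell, at -1.06 (1 adjusted over the list alone). Compared directly, 8 signalling and 10 synthesis genes were higher in cyp78a5,7 than in amp1-13, with 5 signalling genes without cyp78a5,7 replicate 2, without amp1-13 replicate 2 or 3 or with no offset. The mean log2 value of the 24 signalling and synthesis genes was 6.13 to 6.48 on the wild type arrays, 9.12 to 9.42 on the cyp78a5,7 arrays, 7.64 on amp1-13 array 1 and 6.88 and 6.90 on amp1-13 arrays 2 and 3. Table S1 gave the names of 20 of these 24 genes, and such a selection on these arrays is not independent evidence. The amp1-13 signalling count was 1 without wild type replicate 3, amp1-13 replicate 1 or amp1-13 replicate 2, or with an offset of 64, and 2 with no offset. The call of LOX3 was lost in 7 of the 9 fits that left out 1 array, and that of ORA59 without wild type replicate 1 or 3, amp1-13 replicate 1 or 2, or with either other offset.
Among the other hormones, CKX4, which degrades cytokinin, was the only one of 4 cytokinin genes to pass, with 1.66 in cyp78a5,7 and 1.13 in amp1-13 (1 adjusted over the list alone in each). The latter call was lost without wild type replicate 1 or 3 or any amp1-13 array, and both with an offset of 64. Of 2 ethylene genes, ERF4 stood at 0.82 and EIN3 at 0.55 in cyp78a5,7, and ERF4 at 0.75 in amp1-13, all under 2-fold (0 adjusted over the list alone). Of 5 brassinosteroid genes, 2 rose in each mutant, and in cyp78a5,7 the synthesis gene BR6OX2 fell, at -1.45, as did BEE2 and BEE3, at -1.39 and -2.32 (2 and 3 in cyp78a5,7, 2 and 0 in amp1-13 adjusted over the list alone). Among the genes that Table S1 lists for cyp78a5,7, 116 carried a jasmonate term in the ontology text, of which 106 were raised in cyp78a5,7 by the table's direction. Here 90 of the 116 were called higher in cyp78a5,7 and 18 in amp1-13. Over all 1897 listed genes 309 were called in amp1-13 in the listed direction, so the jasmonate genes were near the share of the whole list. Genes changed in amp1-13 alone were not covered by these counts. The ontology text was incomplete for 309 genes and missing for 339, and the hormone gene sets of the paper were not used here.

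**Figure D3:**
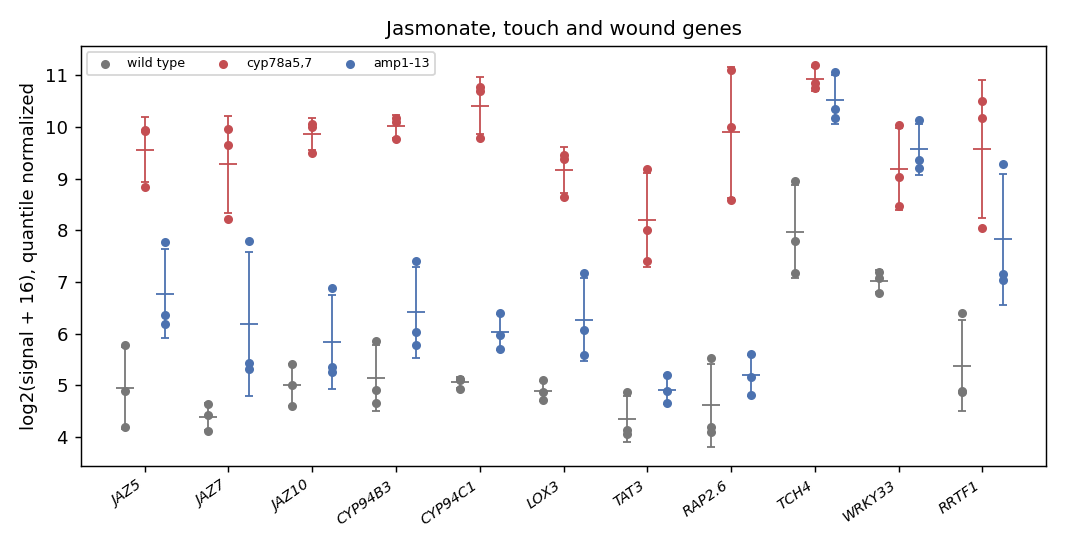
Quantile normalized log2(signal + 16) of jasmonate genes (JAZ5 to RAP2.6) and of touch and wound genes (TCH4, WRKY33, RRTF1) on each array (points), with the mean and SD (bars, n = 3). For the jasmonate genes the cyp78a5,7 arrays lie above the wild type arrays and the amp1-13 arrays lie mostly between them.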

Notably, for both genotypes the highest overlap was found among the set of jasmonate-responsive genes (16% present in *cyp78a5*,*7* sample, 12% present in the *amp1-13* sample). Furthermore, over 10% of ABA-responsive genes were present in the DEG sets of both mutants.

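Of the 28 genes of the abscisic acid list, 9 had a named probe set, and these 9 all changed in cyp78a5,7, 8 of them upward. RD29A, a stress-inducible gene, rose from a deposited signal of 128 ± 49.8 to 1632 ± 939 (SD, n = 3 each), a log2 fold change of 3.39 (SE 0.45, adjusted p = 0.00153 from limma). The dehydrin genes XERO2 and ERD10 rose by 3.11 and 1.75, the transcription factor gene RD26 by 2.05 and CYP707A1, which inactivates abscisic acid, by 1.75. MARD1 fell, at -1.75. In amp1-13 only CYP707A3, another enzyme of abscisic acid breakdown, passed the test, with a log2 fold change of 2.22 (SE 0.45, adjusted p = 0.0185 from limma), next to 2.16 in cyp78a5,7. ERD10 stood at 0.17 and RD29A at -0.76 (adjusted p = 0.321 from limma) in amp1-13. Compared directly, 7 of the 9 genes were higher in cyp78a5,7 than in amp1-13 and MARD1 was lower. Adjusted over the list alone, 8 were higher and 1 lower in cyp78a5,7 and 1 was higher in amp1-13. Of the 9 genes, 7 were named through Table S1, which is not independent evidence, while the 2 named by the annotation, XERO2 and COR47, both rose in cyp78a5,7. The amp1-13 call of CYP707A3 was lost without wild type replicate 3 or amp1-13 replicate 1. Among the genes that Table S1 lists for cyp78a5,7, 103 carried an abscisic acid term in the ontology text, and 20 of these were called higher and 3 lower in amp1-13. Over all 1897 listed genes 309 were called there in the listed direction.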

**Fig 6:**
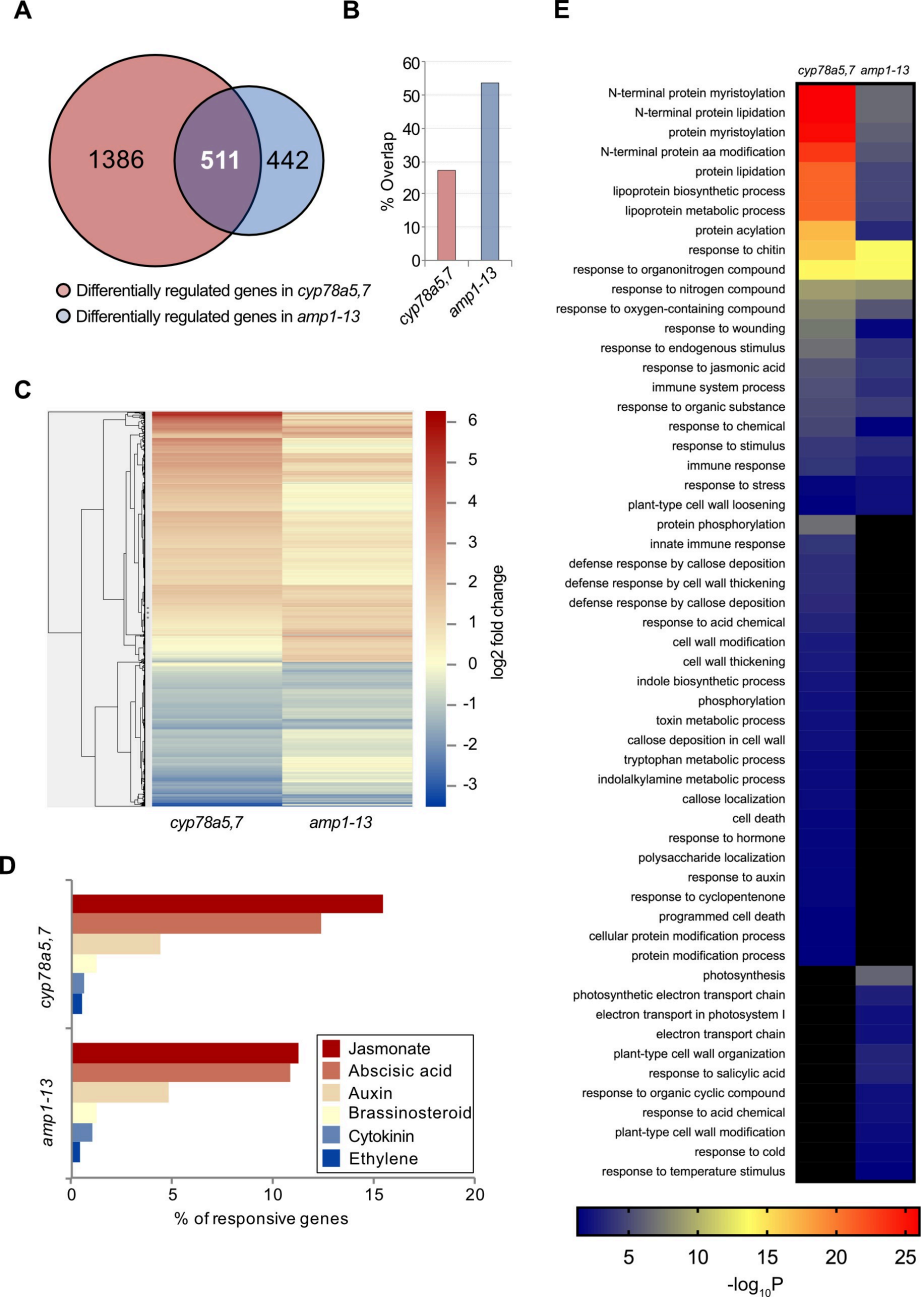
Comparative analysis of *cyp78a5*,*7 and amp1-13* transcriptomic responses. **A)** Venn diagram showing the number of genes that were differently regulated in *cyp78a5*,*7* and *amp1-13* seedlings in comparison with Col-0. **B**) Graphical representation of the overlapping portion of differentially regulated genes in *amp1-13* and *cyp78a5*,*7*. **(C)** Heat map of genes differently regulated in *cyp78a5*,*7 and amp1-13* (2339 DEGs). The heat map was produced by clustering the normalized values using the hierarchical clustering algorithm implemented in Gene Cluster (Euclidean distance and Average linkage). The results were visualized using TreeView3. **(D**) Graph showing the fractions of hormone-specific marker genes differently regulated in cyp78a5,7 and *amp1-13*. **(E)** GO term enrichment analysis of genes differently regulated in *cyp78a5*,*7 and amp1-13* (2339 DEGs).

The lists of genes differently expressed in *cyp78a5*,*7* and *amp1-13* were further used in a gene ontology (GO) enrichment analysis to determine biological processes specifically affected in one or both genotypes. GO terms related to lipoprotein synthesis/metabolism, response to jasmonate/wounding and response to organic substance/chemicals were highly enriched among the 1897 *cyp78a5*,*7*-regulated genes and 953 *amp1*-regulated genes (Fig 6E). 

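Of 23 measured genes that respond rapidly to touch, wounding and chitin, 21 rose and 1 fell in cyp78a5,7, and 13 rose and none fell in amp1-13 (limma; 21 and 1, and 17 and 0, adjusted over the list alone). TCH4, a xyloglucan-modifying enzyme induced by touch, rose in cyp78a5,7 from 278 ± 196 to 1854 ± 261 (SD, n = 3 each), a log2 fold change of 2.96 (SE 0.42, adjusted p = 0.00202 from limma). The defence transcription factor gene WRKY40 rose by 2.96 in cyp78a5,7 and 2.43 in amp1-13, WRKY33 by 2.16 and 2.55, and MYB44 by 2.41 and 1.27. ZAT10, a stress-induced zinc finger gene, rose by 1.43 and 1.72. The gene that fell in cyp78a5,7 was ERF104. RRTF1 rose by 4.19 in cyp78a5,7 and stood at 2.44 in amp1-13 (SE 0.80, adjusted p = 0.0828 from limma). Compared directly, 4 of these genes were higher and 1 was lower in cyp78a5,7 than in amp1-13, and 8 were higher without amp1-13 replicate 1.
Over the 8 members named by the annotation, limma's camera gave an adjusted p = 5.31e-05 in cyp78a5,7, 0.000609 in amp1-13 and 0.031 between the mutants, with median log2 fold changes of 2.01, 1.23 and 0.76. With an estimated correlation these became adjusted p = 0.427, 0.427 and 0.652. The set call between the mutants was lost without cyp78a5,7 replicate 1 or 2 or amp1-13 replicate 2 or 3, with an adjusted p = 0.155, 0.0755, 0.134 and 0.0563. The other 15 members were named through Table S1, which is not independent evidence. The amp1-13 count was 5 without wild type replicate 3, 6 without amp1-13 replicate 1, 8 without amp1-13 replicate 2 or 3, and 8 with either no offset or an offset of 64. Array 1 of amp1-13 also stood apart here, with a mean log2 value of 8.89 over the 23 genes against 7.96 and 8.05 on the other amp1-13 arrays.
Among the genes that Table S1 lists for cyp78a5,7, 112 carried a wounding term and 134 a chitin term in the ontology text, and 24 and 43 of these were called higher in amp1-13. Over all 1897 listed genes 309 were called there in the listed direction. Calcium-dependent protein kinases, many of which carry lipid anchors, were measured for 5 genes, all named through Table S1. All 5 rose in cyp78a5,7 (5 adjusted over the list alone), from 1.00 for CPK29 to 2.07 for CPK28, and CPK28 rose in amp1-13, by 1.28 (1 adjusted over the list alone). That amp1-13 call was lost in 5 of the 9 fits that left out 1 array, and the cyp78a5,7 count was 3 without cyp78a5,7 replicate 2 and 1 with an offset of 64.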

GO terms only enriched among the *cyp78a5*,*7*-regulated genes included cell wall specific processes, indole/tryptophan metabolic processes, response to auxin and programmed cell death. 

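Enzymes of tryptophan and indole metabolism rose in cyp78a5,7, with 10 of 12 measured genes higher and none lower (limma; 10 adjusted over the list alone). CYP79B2, which converts tryptophan to indole-3-acetaldoxime, rose by 2.05 on the log2 scale (SE 0.21, adjusted p = 0.000538 from limma), ASA1, which catalyses the first step of tryptophan synthesis, by 1.82, and the indole glucosinolate gene CYP83B1 by 1.53. In amp1-13 only CYP81F2, which modifies indole glucosinolates, rose, 4.93-fold, against a log2 fold change of 1.82 in cyp78a5,7 (1 adjusted over the list alone), and 5 of the 12 genes were higher in cyp78a5,7 than in amp1-13 when compared directly (8 without cyp78a5,7 replicate 1, 3 without amp1-13 replicate 2). Of these 12 genes, 10 were named through Table S1, which is not independent evidence.
Of 13 measured auxin-responsive genes, 8 fell in cyp78a5,7 and 2 in amp1-13, and none rose (8 and 3 adjusted over the list alone). Table S1 named 7 of the 13, which is not independent evidence. Of the 6 named by the annotation, 2 fell in cyp78a5,7 and 1 in amp1-13. SAUR16 fell from 126 ± 31.2 to 9.96 ± 3.35 in cyp78a5,7 (SD, n = 3 each), a log2 fold change of -2.43 against -0.67 in amp1-13 (adjusted p = 0.171 from limma). IAA4, an auxin signalling repressor, fell in both, at -1.89 and -1.23, as did IAA29, at -1.12 and -1.33. HAT2, an auxin-induced homeobox gene, fell in cyp78a5,7, at -1.81. Between the mutants 3 genes were lower in cyp78a5,7 (0 with an offset of 64). The amp1-13 count was 1 without wild type replicate 1 or 3 or amp1-13 replicate 1 or 2 and with no offset, and with an offset of 64 the counts were 4 and 0. Over the 6 members named by the annotation camera gave an adjusted p = 0.168 in cyp78a5,7 and 0.499 in amp1-13. limma's fry, which tests whether the members move on balance in 1 direction without comparing them with other genes, gave an adjusted p = 0.00168 and 0.0186.
Genes of cell wall loosening went both ways. Of 22 measured, 5 rose and 8 fell in cyp78a5,7, and 4 rose and 4 fell in amp1-13 (5 and 8, and 5 and 4, adjusted over the list alone). The expansin genes EXPA8 and EXPA11 fell in both mutants, at -1.84 and -1.87 in cyp78a5,7 and -1.27 and -1.74 in amp1-13, while XTH24 rose in both, by 1.41 and 1.51. Of the 22 genes, 2 were higher (0 without cyp78a5,7 replicate 2 or amp1-13 replicate 2) and 1 lower in cyp78a5,7 than in amp1-13, and the falls in cyp78a5,7 numbered 5 without wild type replicate 3 or cyp78a5,7 replicate 3. In amp1-13, 2 fell without wild type replicate 3 or with an offset of 64, which left 4 in cyp78a5,7. camera over the 12 annotated members gave an adjusted p = 0.551 in cyp78a5,7 and 0.526 in amp1-13, and fry 0.0186 and 0.0483, or 7.51e-05 in both for changes in either direction. Of 3 cell death genes, all named through Table S1 and not independent evidence, RBOHD, an NADPH oxidase, rose by 1.36 in cyp78a5,7 and 1.84 in amp1-13, and the metacaspase gene MC2 rose by 1.03 in cyp78a5,7 (2 and 1 adjusted over the list alone), a call lost without wild type replicate 1 or cyp78a5,7 replicate 3. None of the 3 was called between the mutants. Among the genes that Table S1 lists for cyp78a5,7, 80 carried a cell wall term, 41 a tryptophan or indole term, 74 an auxin term and 72 a programmed cell death term in the ontology text. Of these, 15, 7, 5 and 20 were called higher and 7, 1, 10 and 2 lower in amp1-13. The genes with an auxin term also went both ways in cyp78a5,7, with 24 called higher and 30 lower.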

Finally, GO terms only enriched among the *amp1*-regulated genes were related to photosynthesis, response to salicylic acid and response to temperature stimulus. 

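Of 10 measured photosynthesis genes, 3 rose and none fell in amp1-13 (limma; 3 adjusted over the list alone), and in cyp78a5,7 only CA1 rose (2 adjusted over the list alone). CA1, a chloroplast carbonic anhydrase, rose from a deposited signal of 377 ± 80.7 in wild type to 2042 ± 209.7 in amp1-13 and 1184 ± 92.6 in cyp78a5,7 (SD, n = 3 each), with log2 fold changes of 2.45 and 1.66. PSBY, a subunit of photosystem II, rose by 1.24 in amp1-13 (SE 0.15, adjusted p = 0.00342 from limma) and stood at 0.37 in cyp78a5,7 (adjusted p = 0.114). LHCB2.3 stood at 1.02 in cyp78a5,7 (adjusted p = 0.0551), where it was called without wild type replicate 1 or cyp78a5,7 replicate 3, and its direct difference from amp1-13 was -1.80 (adjusted p = 0.0112 from limma). Over the 8 annotated members the median log2 fold change in amp1-13 was 0.44, with camera's adjusted p = 0.000339 and an adjusted p = 0.427 with an estimated correlation. With the values as deposited or with arrays centred on the 75th percentile, the median was 0.27 or 0.22 (adjusted p = 0.0114 or 0.0136). In cyp78a5,7 the median was 0.11 and the mean -0.01 (camera, adjusted p = 0.706, and 0.00146 with fry for changes in either direction), and the median was -0.13 and -0.16 under those scalings. The difference between the mutants had a median of -0.51 (adjusted p = 0.000339, and 0.427 with an estimated correlation). CP12-2, a Calvin cycle regulator that was not in the counted list, fell in cyp78a5,7, at -1.62 (adjusted p = 0.00318 from limma), and stood at 0.94 in amp1-13 (adjusted p = 0.047).
Of 10 measured salicylic acid genes, 9 rose in cyp78a5,7 and 4 in amp1-13, where 6 did not pass (9 and 6 adjusted over the list alone). The pathogenesis-related genes PR1, PR2 and PR5 rose by 2.08, 2.71 and 1.72 in cyp78a5,7 and by 1.26, 1.31 and 2.42 in amp1-13. ICS1 and EDS5, which act in salicylic acid synthesis and export, rose by 1.39 and 1.66 in cyp78a5,7 and stood at 0.35 and 0.29 in amp1-13. Compared directly, 5 of these genes were higher in cyp78a5,7 and none in amp1-13, and 3 without amp1-13 replicate 2 or 3 or with either other offset. Of the 10 genes, 8 were named through Table S1, which is not independent evidence. The amp1-13 count was 2 without wild type replicate 1, wild type replicate 3 or amp1-13 replicate 3, and 1 with an offset of 64, which left 6 in cyp78a5,7.
Cold response genes differed between the mutants. Of 7 measured, 4 rose and 1 fell in cyp78a5,7, and none rose and 2 fell in amp1-13 (5 and 1, and 0 and 2, adjusted over the list alone). The 4 that rose, RD29A, XERO2, ERD10 and COR47, also belong to the abscisic acid list, so their rise is not a separate result. COR47 rose by 1.43 in cyp78a5,7 and COR15B, a cold-induced chloroplast protein, fell in amp1-13, at -1.43, while the cold regulator gene CBF3 fell in both, at -1.25 and -1.04. In all, 5 of the 7 were higher in cyp78a5,7 than in amp1-13, RD29A by 4.15 on the log2 scale (SE 0.45). Over the 4 annotated members, camera gave an adjusted p = 0.0473 in cyp78a5,7, 0.706 in amp1-13 and 0.000699 between them, and with an estimated correlation an adjusted p = 0.652, 0.817 and 0.427. The set call in cyp78a5,7 was lost without wild type replicate 2 or 3, cyp78a5,7 replicate 3 or amp1-13 replicate 2 or 3, with an adjusted p = 0.226, 0.0589, 0.0935, 0.0624 and 0.0562, and with replicate numbers as a block (adjusted p = 0.0657). In amp1-13, 1 cold gene fell without wild type replicate 3, and with an offset of 64 none fell in either mutant. Of 4 heat genes, DREB2A rose by 1.25 and HSFA7A fell, at -1.29, in cyp78a5,7 (1 and 1 adjusted over the list alone), both lost with an offset of 64, and none passed in amp1-13 or between the mutants. Among the genes that Table S1 lists for cyp78a5,7, 11 carried a photosynthesis term, 120 a salicylic acid term and 115 a cold or heat term in the ontology text. Of these, 7, 91 and 84 were called higher and 1, 6 and 15 lower in cyp78a5,7, and 4, 29 and 23 higher and 0, 2 and 3 lower in amp1-13. The higher counts in cyp78a5,7 follow from this choice of genes.

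**Figure D4:**
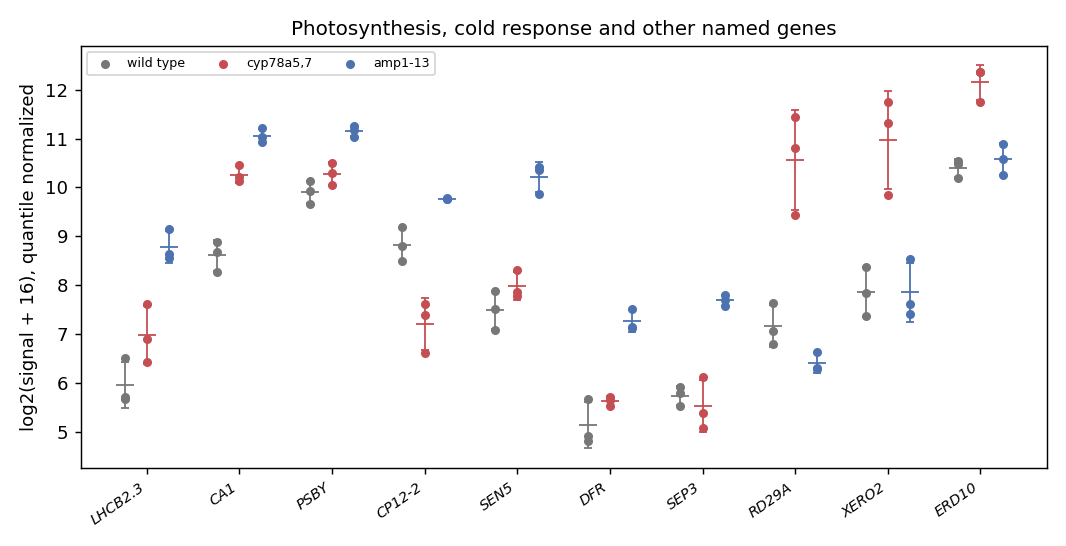
Quantile normalized log2(signal + 16) of photosynthesis genes (LHCB2.3, CA1, PSBY), the Calvin cycle regulator gene CP12-2, SEN5, DFR, SEP3 and cold response genes (RD29A, XERO2, ERD10) on each array (points), with the mean and SD (bars, n = 3). The amp1-13 arrays are the highest for the genes from LHCB2.3 to SEP3 and the cyp78a5,7 arrays for the cold response genes.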

Taken together, defects in CYP78A5/7 and AMP1 cause a substantially overlapping read out at the global gene expression level, supporting a model in which both enzyme types affect a common molecular process.

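Across all probe sets the log2 fold changes of both mutants correlated at r = 0.627 (across genes, which are not independent replicates). Unchanged mutants simulated against the same wild type arrays gave 0.5 on average, since both fold changes share those arrays. The covariance was 0.146 against 0.0144 in the simulation. Genes with like changes in both mutants included the touch-induced gene TCH3, with log2 fold changes of 1.23 in cyp78a5,7 and 1.12 in amp1-13, the wall enzyme gene XTH5, with -1.25 and -1.38, the dormancy-associated gene DYL1, with -2.48 and -1.40, and the clock gene PRR5, with 1.61 and 1.25. The amp1-13 calls of DYL1 and PRR5 were lost when single arrays were left out, for DYL1 wild type replicate 3 or amp1-13 replicate 1 or 2, for PRR5 wild type replicate 1 or any amp1-13 array, and for PRR5 also with an offset of 64. Compared directly, 490 probe sets were higher and 401 lower in cyp78a5,7 than in amp1-13, 891 in all. The count for cyp78a5,7 against amp1-13 was 553 without amp1-13 replicate 2, 1270 without cyp78a5,7 replicate 1 and 411 with an offset of 64. Between the mutants the jasmonate gene JAZ10 was higher in cyp78a5,7 by 4.03 on the log2 scale (SE 0.42, adjusted p = 0.00158 from limma), and the Calvin cycle regulator CP12-2 lower at -2.56 (SE 0.26, adjusted p = 0.00153 from limma).
Of the genes tied to the shoot meristem and organ boundary, 7 were measured and only RAP2.6L passed in either mutant (1 adjusted over the list alone in each). CLV3, the stem cell peptide gene, was at a signal of 0.651 ± 0.0787 in wild type (SD, n = 3), near the bottom of the scale, and its log2 fold changes were 0.15 and 0.25. Over the 6 annotated members camera gave an adjusted p = 0.706 in cyp78a5,7 and 0.817 in amp1-13. Of the microRNA machinery SE was measured, at 0.16 and -0.06, and of the microRNA targets PHV, at -0.29 and 0.36, and CCS, at -0.63 and -0.37, with none past the fold threshold (0 adjusted over the list alone). Taking its array results together, the paper states that defects in CYP78A5/7 and AMP1 have a substantially overlapping effect on global gene expression, and gives this in favour of a model in which both enzyme types act on a common process.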

### AMP1/LAMP1 and CYP78A5/A7 act synergistically in shoot meristem patterning

To characterize the genetic interactions between the members of the two enzyme classes we created the according double mutants and the *amp1 lamp1 cyp78a5*,*7* quadruple mutant. We then compared their phenotypes to those of the corresponding single and enzyme class-specific double mutants. To this purpose we quantified leaf number and assessed the morphological appearance of the shoot at the vegetative growth stage (Fig 7). From the double mutants, only *lamp1 cyp78a7* was wild-type like, as its single mutant parents (Fig 7A and 7C). *lamp1 cyp78a5* showed the same subtle increase in leaf number as *cyp78a5*. In a similar manner, *amp1 cyp78a7* was indistinguishable from *amp1* in terms of increased leaf number and overall appearance. Notably, combination of *amp1* with *cyp78a5* resulted in a strong synergistic phenotype resembling *amp1 lamp1* and *cyp78a5*,*7* in respect to size, shape and spatial distribution of leaves. Finally, bringing together all four mutations in *amp1 lamp1 cyp78a5*,*7* resulted in extremely dwarfed plants with a massively expanded central meristematic area surrounded by small leaf primordia, which stayed tiny and did not form leaf blades, representing a further exaggeration of the severe double mutant phenotypes (Fig 7A). Thus, accurate quantification of leaf number was not possible in the quadruple mutant. Moreover, these plants never bolted and were not viable over an extended period of time.

**Fig 7:**
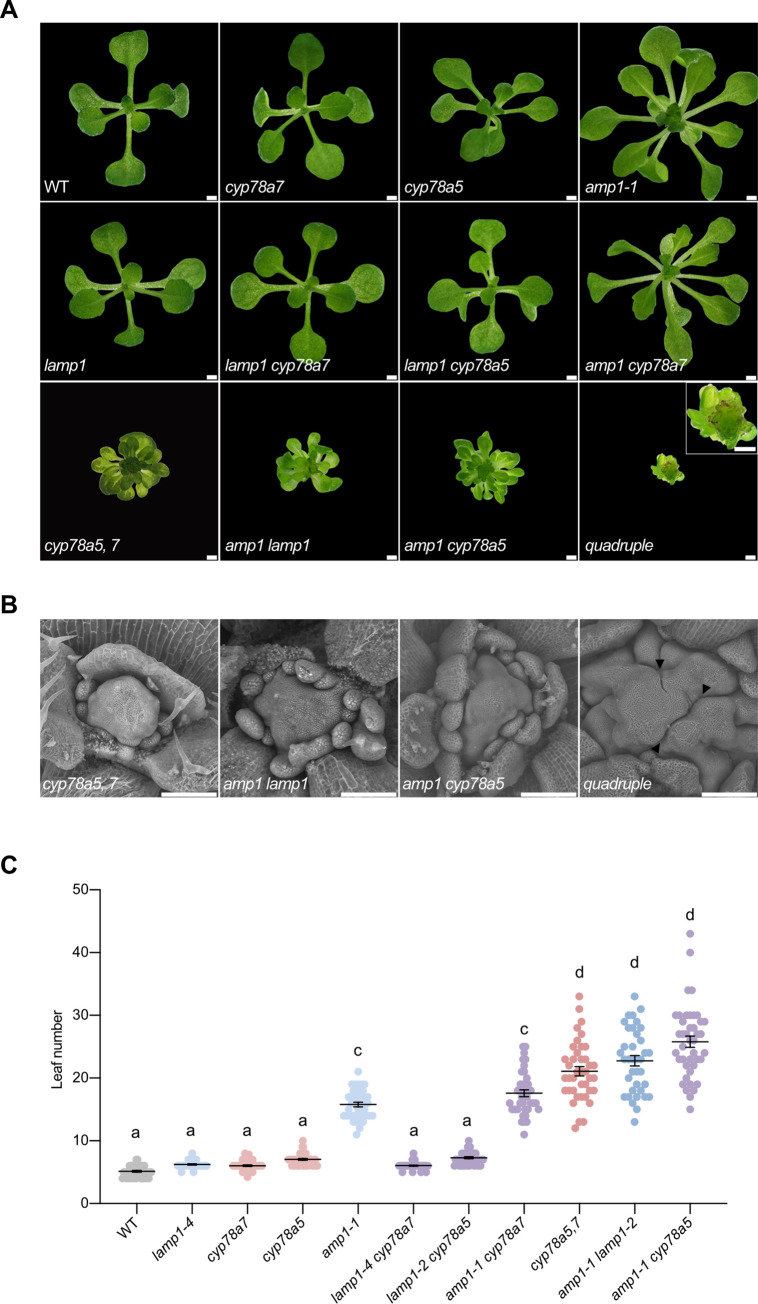
Seedling phenotypes of *amp1*, *lamp1*, *cyp78a5 and cyp78a7* mutant combinations. **(A)** Shoot phenotypes of indicated genotypes at 14 DAG (except for the quadruple mutant, which was pictured at 12 DAG). A close-up of the quadruple mutant is presented in the upper right corner. **(B)** Scanning electron micrographs from shoot apices of the indicated genotypes at 7 DAG. In *cyp78a5*,*7* and *amp1 lamp1* some of the leaf primordia were removed for better visibility of the meristem structure. Arrowheads mark the callus-like invaginations in the quadruple mutant. **(C)** Quantification of rosette leaf number in the indicated genotypes at 10 DAG (means ± SE of the mean; n ≥ 35). Different letters over the error bars indicate significant differences (P < 0.05; one-way ANOVA followed by Tukey’s multiple comparison tests). Size bars represent 1 mm (A) and 250 μm (B).

We also monitored the anatomical changes in SAM structure in *amp1 cyp78a5* and the enzyme class-specific double mutants and compared them to those of the quadruple mutant. *amp1 cyp78a5* shoot apices were nearly indistinguishable to those of *amp1 lamp1* showing a massive increase in size already seven days after germination with subsequent splitting in a field of meristematic clusters, which formed organ primordia in a stochastic manner (Fig 7B). *cyp78a5*,*7* shoot meristems appeared to be smaller before fragmentation compared to those of *amp1 lamp1* and *amp1 cyp78a5*. In contrast, the quadruple mutant showed a novel phenotype, where the primary SAM was even further increased in size and generated callus-like invaginations without forming clearly distinct subunits surrounded by organ anlagen as found in the analyzed double mutants (Fig 7B).

We expanded the phenotypic analysis of mutant combinations to the adult growth stage. Like in the seedling stage, *lamp1*, *cyp78a7* and the resulting double mutant were wild-type like, whereas *cyp78a5* and *lamp1 cyp78a5* showed increased shoot branching combined with a moderately higher leaf number (Fig 8A and 8B). Shoot organ number was comparably further enhanced in *amp1-1* and *amp1-1 cyp78a7*. Plants, which lost both *AMP1* and *CYP78A5*, were super-bushy dwarfs with a massively increased leaf number and ranked phenotypically between *cyp78a5*,*7* and *amp1-1 lamp1-2*. All three double mutants were also fully sterile. The observed increase in leaf number in the double mutants clearly exaggerated the sum of supernumerary leaves in the corresponding parental single mutants (Fig 8C). To determine the impact of residual AMP1 function in *amp1-1* on this analysis we also combined the putative null allele *amp1-13* with *cyp78a5*. This line did not show a further enhancement of the adult shoot phenotype compared to *amp1-1 cyp78a5* (Fig 8B and 8C). Taken together, we observed a clear synergistic increase in phenotypic severity when combining *amp1* and *cyp78a5*, which was further pronounced in the *amp1 lamp1 cyp78a5*,*7* quadruple mutant.

**Fig 8:**
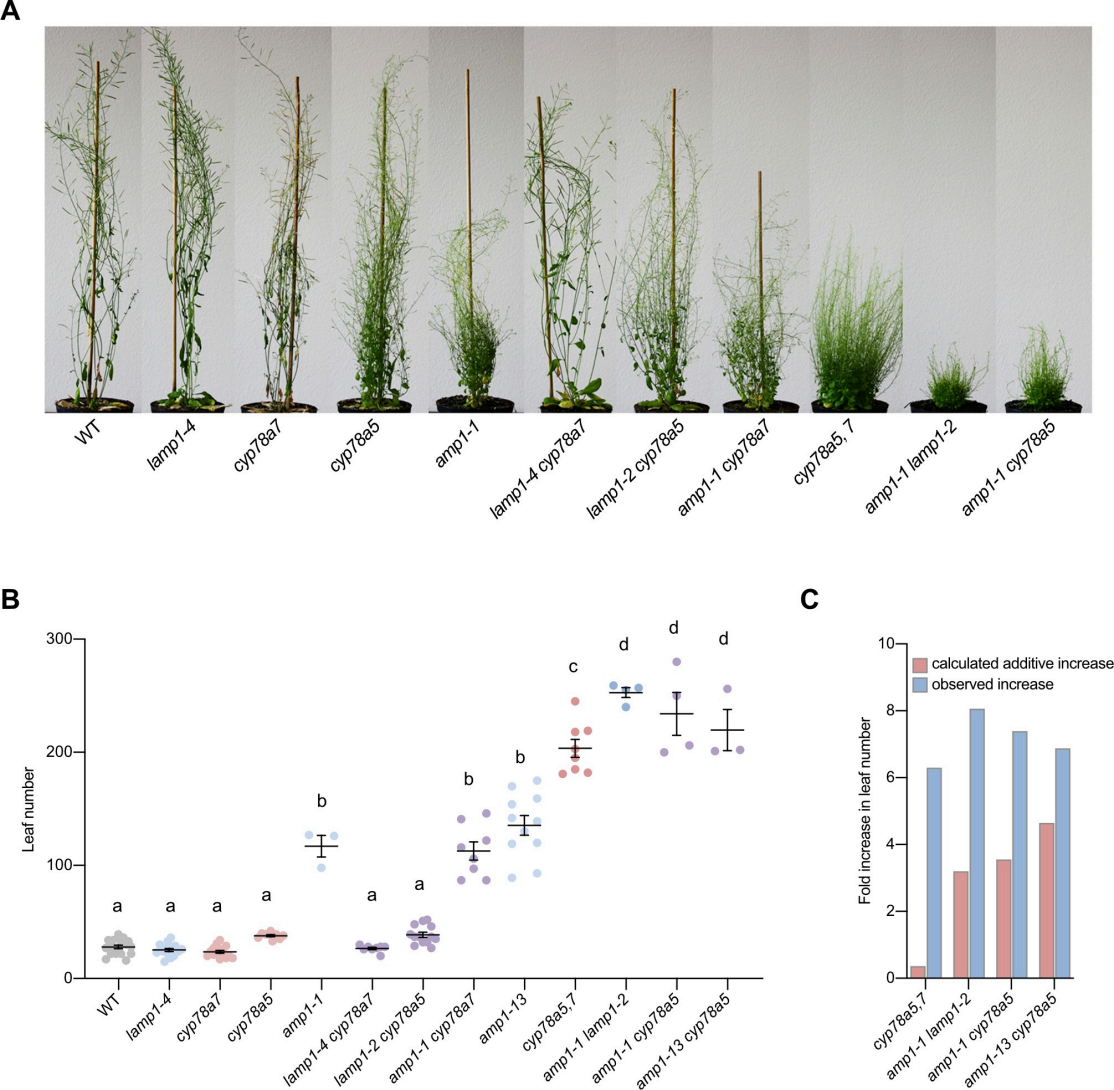
Adult shoot phenotypes of *amp1*, *lamp1*, *cyp78a5 and cyp78a7* mutant combinations. (**A**) Shoot phenotypes of indicated genotypes at 63 DAG. (**B**) Quantification of rosette leaf number at 63 DAG (means ± SE of the mean; n ≥ 4). Different letters over the error bars indicate significant differences (P < 0.05; one-way ANOVA followed by Tukey’s multiple comparison tests). (**C**) Comparison of calculated additive and observed fold increase in leaf number in the indicated double mutants compared to wild type based on the data shown in (B). Calculated additive increase: putative fold change, if the leaf number increases of the parental mutants are added up. Observed increase: the fold increase in leaf number in a double mutant in comparison to wild type.

### Ectopic expression of *LAMP1* rescues *amp1*

Based on the presented and earlier genetic interaction studies [10, 34], the two analyzed CYP78 members as well as both GCPII-like proteins appear to act in a partially redundant manner. In both cases there is one master paralog (CYP78A5 and AMP1), which shows a single mutant phenotype and a supporting paralog (CYP78A7 and LAMP1) whose function becomes visible only, if the master paralog is missing. Such a hierarchy would for example occur, if both paralogs are functionally conserved but the master paralog shows a broader spatiotemporal expression pattern than the supporting paralog, as indicated by our previous tissue-specific expression analysis of AMP1 and LAMP1 [10]. To test this hypothesis, we expressed a YFP-tagged version of LAMP1 under the control of the 35S promoter in *amp1-1*. Several independent *35S*::*LAMP1*:*YFP* lines were generated and characterized in the wild-type and *amp1* mutant background. In the wild-type background, *35S*::*LAMP1*:*YFP* did not show any obvious growth phenotype except of a slightly increased leaf number at 7 DAG (S3 Fig). When brought into *amp1-1*, *35S*::*LAMP1*:*YFP* progressively rescued the mutant-associated phenotype (S3 Fig). Whereas at 7 and 9 DAG both analyzed lines showed an intermediate leaf number, significantly lower than *amp1-1* but still around four leaves more than the wild-type control, this difference fully disappeared at 15 DAG. From this time point on *35S*::*LAMP1*:*YFP amp1-1* behaved like wild type, showing a normal flowering time and shoot architecture. The gradual nature of this phenotypic rescue might reflect the activity of the selected promoter, since it is known that 35S driven expression is only weak during embryogenesis when AMP1-deficient plants already establish a bigger SAM and true leaf primordia (Fig 3; [38]). Taken this into account, we conclude that LAMP1 can take over AMP1 function when its expression domain is expanded.

### CYP78A5 overexpression diminishes SAM size and leaf formation rate

To analyze the effect of *CYP78A5* overexpression (OE) on vegetative SAM function, we generated myc-tagged and untagged versions of *CYP78A5* under the control of the 35S promoter. Overexpression of the transgenic protein in *35S*::*CYP78A5*:*MYC* was verified by western blotting (S4E Fig). To determine vegetative shoot meristem activity in these lines we assessed leaf number and SAM anatomy. Both *CYP78A5* OE lines showed a retarded outgrowth of the first pair of true leaves and continued to form less leaves compared to wild type at later vegetative growth stages (S4A and S4C Fig). The reduced leaf initiation rate of *CYP78A5* OE lines correlated with a significant decrease of SAM size (S4B and S4D Fig). The SAM surface area reached only 35% (*35S*::*CYP78A5*) and 56% (*35S*::*CYP78A5*:*MYC*) of that of wild type, respectively. Taken together, enhanced CYP78A5 activity results in a decrease of leaf initiation rate and vegetative SAM size indicating a rate limiting function in the control of these parameters.

### *CYP78A5* overexpression suppresses *amp1* mutant shoot phenotypes

The results of the genetic interaction analysis between the AMP1 class of proteases and the two CYP78A members are consistent with a model in which both protein classes act on a common downstream process controlling shoot meristem organization. To further test this model we determined the effect of *35S*::*CYP78A5* overexpression on the shoot phenotypes of *amp1-1* and *pt*. We included *pt*, as an *AMP1* null-allele since we observed in *amp1-13* a tendency for silencing of 35S promoter containing transgenes, which might falsify the outcome of the intended experiment. Whereas *35S*::*CYP78A5* bearing *amp1-1* and *pt* seedlings still showed supernumerary cotyledons, true leaf formation was significantly decelerated and also leaf expansion and shape appeared normalized (Fig 9A and 9C). While the presence of *35S*::*CYP78A5* reduced the leaf number by 17% in wild type, it diminished the leaf number by around 40% in the *amp1* mutants (Fig 9C and 9D). Moreover, the sizes of CYP78A5 overexpressing *amp1-1* and *pt* shoot meristems closely resembled those of wild-type plants (Fig 9B). Thus, ectopic CYP78A5 expression significantly suppresses the enhanced leaf formation and SAM hypertrophy of *amp1*.

**Fig 9:**
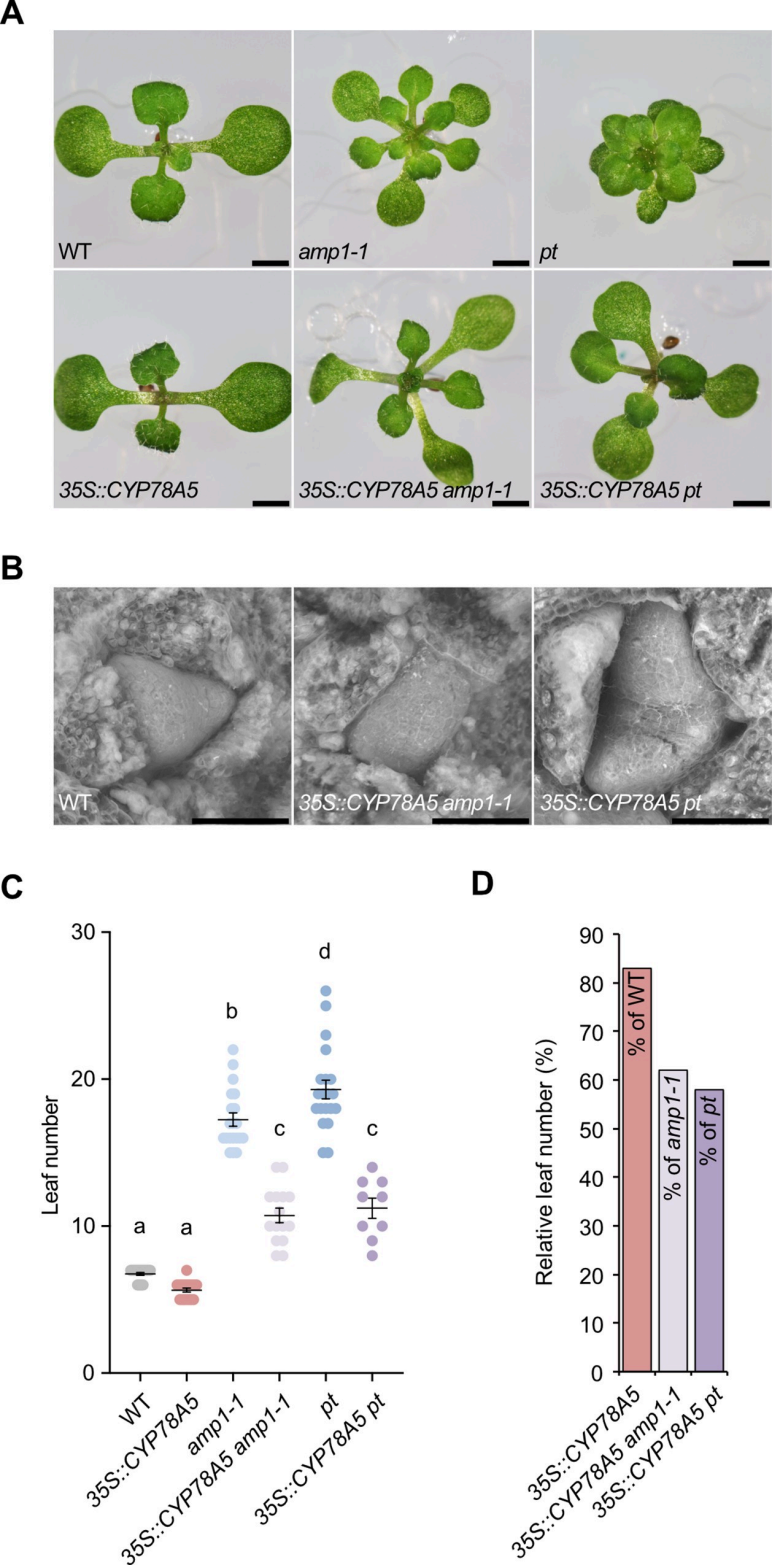
*CYP78A5* overexpression suppresses *amp1* shoot phenotypes. (**A**) Seedling shoot phenotypes of indicated genotypes at 10 DAG. (**B**) Scanning electron micrographs of shoot meristems from 10-day-old plants of indicated genotypes. **(C)** Quantification of rosette leaf number in the indicated genotypes at 10 DAG. (means ± SE of the mean; n ≥ 10). Different letters over the error bars indicate significant differences (P < 0.05; one-way ANOVA followed by Tukey’s multiple comparison tests). **(D)** Graph showing leaf numbers of CYP78A5 over-expressing lines normalized against the respective non-transgenic parental genotypes. Size bars represent 1 mm (A) and 50 μm (B).

### *AMP1* overexpression does not alter shoot meristem activity in wild type and *cyp78a* mutants

To further investigate the nature of the AMP1/CYP78A functional interaction, we monitored the shoot development of a transgenic line bearing the AMP1 genomic DNA fused to the 35S promoter (*35S*::*AMP1*). This line showed increased *AMP1* transcript levels (Fig 10C) and fully rescued the *amp1-1* mutant phenotype (Fig 10D). *35S*::*AMP1* plants had the same leaf number and the same SAM size as wild type and did not exert any other obvious shoot phenotypes under the used standard growth conditions (Fig 10A and 10B). Next, we crossed *35S*::*AMP1* with *cyp78a5* and *cyp78a5*,*7*. Double homozygous *35S*::*AMP1 cyp78A5* plants were indistinguishable from *cyp78a5* parents at the seedling as well as the adult developmental stage (Fig 10E–10G). Similarly, *35S*::*AMP1* did not obviously alter the leaf over-accumulation phenotype of *cyp78a5*,*7* mutants (Fig 10H and 10I). We also crossed the estradiol-inducible AMP1 overexpression line *pER>>AMP1*:*MYC* with *cyp78a5* and analysed the leaf formation rate of seedlings germinated in the presence and absence of estradiol (Fig 10J–10L). Induction of AMP1 overexpression did not significantly suppress the higher leaf number of 9-d-old *cyp78a5* seedlings.

**Fig 10:**
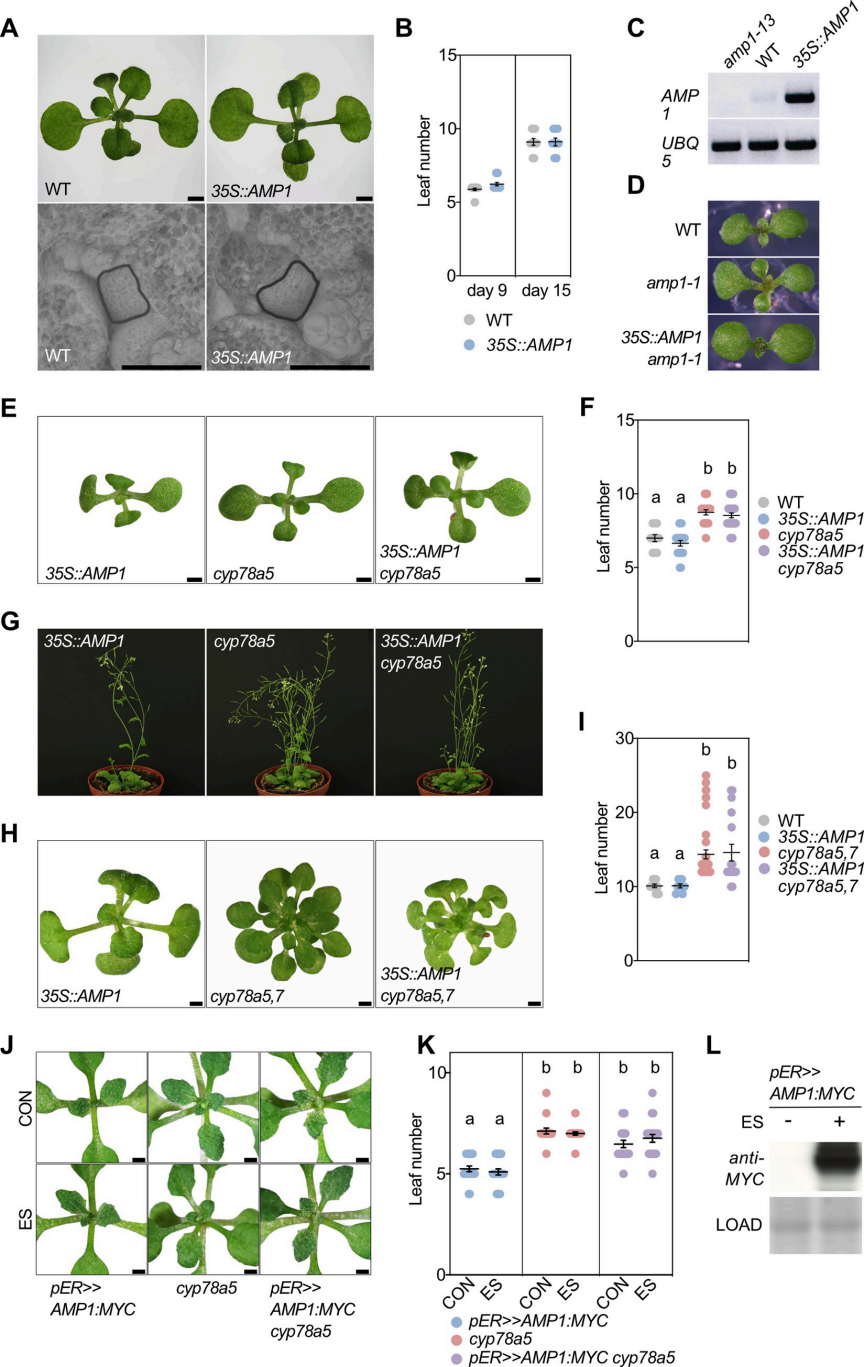
*AMP1* overexpression does not rescue *cyp78a5*,*7*-related shoot phenotypes. **(A**) Seedling shoot phenotypes of wild type and *35S*::*AMP1* at 15 DAG (upper panel) and scanning electron micrographs of their shoot apical meristems at 7 DAG (lower panel). **(B)** Quantification of rosette leaf number in wild type and *35S*::*AMP1* at the indicated time points (means ± SE of the mean; n ≥ 10). **(C)** *AMP1* expression analysis in the indicated genotypes by sqRT-PCR. Normalization of cDNA was performed with *UBQ5*-specific primers. **(D)** Seedling leaf phenotype of the indicated genotypes at 8 DAG. **(E)** Seedling shoot phenotypes of indicated genotypes at 10 DAG. **(F)** Quantification of rosette leaf number in the indicated genotypes at 10 DAG. (means ± SE of the mean; n ≥ 10). Different letters over the error bars indicate significant differences (P < 0.05; one-way ANOVA followed by Tukey’s multiple comparison tests). **(G)** Adult shoot phenotypes of indicated genotypes at 35 DAG. **(H)** Seedling shoot phenotypes of indicated genotypes at 12 DAG. **(I)** Quantification of rosette leaf number in the indicated genotypes at 17 DAG. (means ± SE of the mean; n ≥ 10). Different letters over the error bars indicate significant differences (P < 0.05; one-way ANOVA followed by Tukey’s multiple comparison tests). **(J)** Seedling shoot phenotypes of indicated genotypes at 15 DAG in the absence (CON) and presence of 10 μM estradiol (ES). **(K)** Quantification of rosette leaf number in the indicated genotypes at 9 DAG germinated either in the absence (CON) or presence (ES) of 10 μM estradiol (means ± SE of the mean; n ≥ 10). Different letters over the error bars indicate significant differences (P < 0.05; one-way ANOVA followed by Tukey’s multiple comparison tests). **(L)** Immunoblotting of protein extracts of 10-d-old *pER>>AMP1*:*MYC* seedlings grown in the absence or presence of 10 μM estradiol. AMP1:MYC was detected using an anti-MYC antibody. Ponceau S staining of the blot is shown as loading control. Size bars represent 2 mm (A) 1 mm (B and G).

### *cyp78a5*,*7* shows elevated protein levels of the miRNA targets PHV and AGO1

AMP1/LAMP1 deficiency results in protein over-accumulation of various tested miRNA targets, without affecting their transcription levels [17]. To test whether *cyp78a5*,*7* also shares this specific molecular defect with *amp/lamp1*, we assessed the protein levels of the miRNA165/166 targeted HD-ZIP III transcription factor PHV using an YFP-tagged version driven by the 35S promoter, which has been shown to over-accumulate in *amp1* [16]. Using three independent biological repeats we found significant higher PHV-GFP protein levels in *cyp78a5*,*7* compared to wild type (S5A and S5C Fig). To also monitor the protein levels of a miRNA target transcribed at endogenous levels, we further analyzed the expression of the slicer protein AGO1, which is under control of miRNA168. Using an AGO1-specific antibody, we detected approximately two-fold more AGO1 protein in *cyp78a5*,*7* compared to wild type (S5B and S5D Fig), which is an increase in a similar range as reported for *amp1/lamp1* [17]. These data imply that not only AMP1/LAMP1 but also CYP78A5/7 affect protein levels of miRNA targets.

## Discussion

The putative carboxypeptidase AMP1 plays a central role in cell fate maintenance in different developmental contexts, however its molecular function in this process remains enigmatic. To broaden the AMP1 regulatory network we set out to characterize additional factors potentially acting in the same or overlapping pathways with the protease. Here we show that CYP78A5 is expressed in the same embryo and shoot apex domains as AMP1. Loss of CYP78A5 and its homolog CYP78A7 provokes a set of cell fate defects in the embryo and shoot meristem highly reminiscent of those found in *amp1*. These phenotypic similarities are accompanied by an overlap of molecular alterations, including mis-expression of stem cell markers, global transcriptional changes and protein over-accumulation of miRNA target proteins. Moreover, we observed a strong synergistic phenotypic enhancement in inter-family mutant combinations. Based on these findings we propose that the analyzed members of the two enzyme families act in or on a common pathway of cell specification controlling pluripotency in the embryo and shoot meristem.

Phenotypic comparison of single, double and quadruple mutants revealed a partially redundant functional interaction inside as well as between enzyme family members. For both enzyme classes there is a master paralog (AMP1 and CYP78A5) showing a single mutant phenotype and a supporting paralog (LAMP1 and CYP78A7), whose function only becomes apparent if the master paralog is missing. Currently we favor a model in which this hierarchy mainly results from different spatiotemporal expression patterns of master and supporting paralogs, whose biochemical functions are conserved. This model is consistent with our tissue-specific expression analysis of *AMP1* and *LAMP1*. *LAMP1* is mainly expressed in vascular-associated tissues [10], whereas *AMP1* expression is detected in vascular strands, leaf primordia, meristematic and embryonic tissues (Figs 1 and 2; [10, 12]). Moreover, ectopic expression of *LAMP1* suppressed *amp1*-associated shoot phenotypes further supporting that AMP1 and LAMP1 have equivalent biochemical activities and that the partial functional redundancy is caused by their different expression domains. In the case of *CYP78A5/A7*, both genes are expressed in the shoot meristem with *CYP78A5* at a significant higher level than *CYP78A7* (S1 Fig). Enzymatic profiling further revealed similar substrate specificities of recombinant CYP78A5 and CYP78A7 when tested against various fatty acids [36], however, functional comparison *in vivo*, for example by promoter swap experiments, has yet to be performed.

Our analysis further revealed clear synergistic genetic interactions between enzyme family members cumulating in the severe phenotype of the *amp1 lamp1 cyp78a5*,*7* quadruple mutant. In our opinion the observed genetic relationships fit best to a scenario, in which AMP1/LAMP1 and CYP78A5/7 act in parallel pathways, which converge on a common downstream node rather than acting consecutively in a linear pathway. If one enzyme class is compromised the other, to a certain extent, is still able to independently maintain the required downstream function. This model is also consistent with the strong up-regulation of CYP78A5 expression in *amp1* (S1 Table; [9, 16]) and the partial rescue of the *amp1* shoot phenotype by *CYP78A5* overexpression (Fig 9). In contrast, AMP1 overexpression did not result in a comparable phenotype to that of CYP78A5 overexpression and did not ameliorate the *cyp78a5*,*7* phenotype (S3 Fig; Fig 10). We did also not find significant up-regulation of *AMP1* expression in the *cyp78a5*,*7* double mutant (S1 Table). Thus, AMP1 seems to be required for proper function of the pathway, but does not play a rate-limiting role in this context. Notably, our results fit to the double mutant analysis of rice orthologs *pla1* (CYP78A11) and *pla3* (OsAMP1), which also revealed a synergistic rather than epistatic or additive relationship in the control of the plastochron [23].

What is the identity of the downstream process corporately regulated by AMP1/LAMP1 and CYP78A5/7? It is tempting to speculate that CYP78A5/7 are involved in miRNA-mediated repression of translation in which AMP1 has been shown to play a central role (Li et al., 2013). In an initial analysis we indeed found in *cyp78a5*,*7* enhanced protein levels for two selected miRNA targets, reported to be up-regulated, if AMP1/LAMP1 function is lost [16, 17], which supports a general role in this process. However, in regard to plastochron control, *cyp78A5*,*7* rather resembles plants with increased miRNA156/157 activity or diminished accumulation of their targets such as SPL9 and SPL13 [34]. Moreover, expression of a miRNA-resistant version of SPL9 accordingly suppressed the plastochron phenotype of *cyp78a5*, whereas overexpression of miRNA156f further enhanced it in an additive manner [34]. These data indicate that the plastochron phenotype of *cyp78a5*,*7* can be hardly attributed to decreased miRNA156/157 function. This is even more surprising since it was reported that these miRNAs limit SPL expression mainly at the level of translation [39].

It has to be noted that also in the case of *amp1/lamp1* it is currently unclear to which extent the observed cell fate defects are a direct result of the reported translational de-repression of miRNA targets. Suspensor proliferation has been reported for some miRNA biogenesis mutants, however this defect was usually associated with severe malformation or abortion of the proembryo [40], in contrast to the early and seamless fusion of suspensor and proembryo derived cell masses to a viable embryonic structure found in *amp1*. One possible explanation for this discrepancy might be that release of translational repression of miRNA targets is restricted to the AMP1/LAMP1 expression domain and/or affects only a subset of miRNA targets with a role in embryo and SAM patterning. The latter is supported by a recent study, in which no translational de-repression of miR156 target SPL9 or the miR159 target MYB33 could be observed in *amp1* [41]. We showed that AMP1 acts through the AP2 transcription factor RAP2.6L, which is controlled by the miRNA-regulated HD-ZIP III proteins [22] and we are currently analyzing the functional relationship between HD-ZIP III mis-regulation and *amp1* phenotypes. Notably, RAP2.6L expression is up-regulated in *cyp78a5*,*7* and coincides with enhanced protein levels of the HD-ZIP III member PHV. Thus, it cannot be excluded that AMP1 and CYP78A5 cooperate in their overlapping expression domains to regulate a subset of miRNA targets with a function in cell fate maintenance.

Alternatively, it can be speculated that AMP1/CYP78A deficiency affects miRNA-dependent translation but the defect in this process is not immediately causative for the developmental phenotypes but rather a consequence of a different molecular upstream activity also required for the cell fate control in differentiation processes. 

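Of the list of enzymes of protein lipidation, 7 were measured, all named by the platform annotation. The list also holds methionine aminopeptidases, so its counts and set tests are not of lipid attachment alone. PAT13, a protein S-acyltransferase, had a log2 fold change of -0.64 in cyp78a5,7 (SE 0.12, adjusted p = 0.00584 from limma) and -0.40 in amp1-13 (adjusted p = 0.0572). PAT14, its relative, stood at 0.68 and 0.22. MAP1C and MAP1D, methionine aminopeptidases of plastids and mitochondria, stood at -0.33 and -0.44 in cyp78a5,7 and -0.29 and 0.04 in amp1-13. None of the 7 reached 2-fold in either mutant (0 adjusted over the list alone), and 4, MAP1C and MAP1D among them, had an adjusted p under 0.05 in cyp78a5,7. camera gave an adjusted p = 0.499 in cyp78a5,7 and 0.551 in amp1-13, and fry, which does not compare the set with other genes, 0.0278 and 0.107, or 0.000642 and 0.000753 for changes in either direction.
In the ontology text of Table S1, 16 genes changed in cyp78a5,7 carried the term N-terminal protein myristoylation. Of these, 12 were called higher and 1 lower here in cyp78a5,7, and 1 was called higher in amp1-13. Over all 1897 genes that Table S1 lists for cyp78a5,7, 309 were called in amp1-13 in the listed direction. Their median log2 fold change was 1.25 in cyp78a5,7 and 0.61 in amp1-13. They included SNAP33, a membrane fusion protein, at 1.51, the amino acid transporter gene LHT1 at 1.60 and the calcium-dependent protein kinase gene CPK10 at 1.26 in cyp78a5,7. These genes were selected by the study on these arrays, which is not independent evidence, and they were named here after their values had been seen. No enrichment was tested, since the ontology annotation of the other genes was not used here.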

Interestingly, the microarray analysis revealed a significant enrichment of GO terms connected to protein lipidation processes such as N-myristoylation in both mutant classes. Recombinant CYP78A5 and 7 have been shown to omega-oxidize short fatty acids such as lauric acid and myrisitc acid *in vitro*, however the *in vivo* catalytic activity as well as the endogenous substrates are not known [36]. CYP78A function might affect lipid composition or membrane association of proteins and in this way might impact on miRNA-dependent translation, which has been reported to be mainly localized to the rough ER [17]. We note in this regard that Arabidopsis AGO1 has been shown to be a peripheral membrane protein and defects in isoprenoid or sterol biosynthesis compromise miRNA function and membrane association of AGO1 [42]. AMP1 partially co-localizes with AGO1 in the rough ER [17], nevertheless, whether its biochemical function is a prerequisite for proper membrane interaction of AGO1 and/or other proteins is unknown to date. Alternatively, CYP78A5 might generate a fatty acid-derived signal that controls the expression or activity of miRNA targets, which are regulated by AMP1 at the level of translational repression.

Members of the CYP78 family have been shown to control organ size by promoting the length of the cell division phase [29, 32]. Loss of CYP78A function results in smaller leaves whereas enhanced CYP78A expression in leaves increases their growth rate. For CYP78A5 it has been shown that it mediates this effect in a non-cell autonomous manner. Since this function is coupled to the control of plastochron length it was postulated that the factor is part of a compensation mechanism that balances the size of single leaves with the total number of leaves formed [24, 34]. Our work further supports such a function by showing that CYP78A5 overexpression leads to a reduction of leaf number. *amp1* plants also generate more but smaller leaves whereas ubiquitous overexpression of AMP1 did not produce a significant plastochron or leaf size phenotype in our hands. However, recently it was reported that AMP1 overexpressors have an increased rosette size but leaf formation rate was not quantified in this study [43]. Thus, more comprehensive studies including tissue specific overexpression of AMP1 combined with detailed leaf growth analysis are required to assess its role in organ size control and its interaction with CYP78A5 in this process.

## Methods

### Plant materials and growth conditions

*amp1-1* (Col-0; N8324); *amp1-13* (Col-0; N522988), *pt* (Ler; N235), *lamp1-2* (Col-0; N110755), *lamp1-4* (Col-0; N617012), *cyp78a5* (Col-0; N125856) and *cyp78a7* (Col-0; N57134) were ordered from the Nottingham Arabidopsis Stock Centre (http://www.arabidopsis.info/). *pAMP1*::*AMP1-GFP* and *35S*::*AMP1* [12], *pKLU*::*GUS* and *pKLU*::*YFP* [29], *pCLV3*::*GUS* and *pWUS*::*GUS* [44], *pRAP2*.*6L*::*GUS* [22], *35S*::*LAMP1*:*YFP* [10] and *35S*::*PHV*:*YFP* [16] transgenic lines have been described. *35S*::*AMP1* was kindly provided by Thomas Berleth (University of Toronto, Canada) and was generated by fusion of the genomic *AMP1* sequence to the 35S promoter. The T-DNA insertion sites of *cyp78a5* and *cyp78a7* were described previously [34] and both mutations lead to a drastic decrease in the transcript levels of the corresponding genes (S6 Fig). Combinations of mutants and reporter lines were generated by crossing individual lines and homozygous progeny was verified phenotypically and by PCR genotyping.

Arabidopsis seeds were surface sterilized with 70% ethanol containing 0.05% SDS for 3 min, with 96% ethanol for 1 min and dried in a laminar flow hood. After stratification (48h at 4°C) plants were grown *in vitro* on half-strength MS medium (Duchefa) supplemented with 1% sucrose and 0.7% (w/v) agar (Duchefa) or on soil (Platzer) in a growth incubator (BrightBoy GroBank, Model BB-XXL, CLF Plant Climatics) set to long day condition (21°C; 16 h of 80 μmol s^-1^ m^-2^ light/ 8 h dark).

### Gene constructs and transformation

PCR was performed with proofreading thermostable polymerase (Thermo Fisher Scientific), and all clones were confirmed by sequencing. For generation of the plants overexpressing 35S::*CYP785* and 35S::*CYP785*:*MYC* the coding sequence of the gene (AT1G13710) was amplified with primers 5’-CCCGATATCCAGCCTGAG-3’ and 5’-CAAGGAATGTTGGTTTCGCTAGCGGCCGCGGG-3’ and inserted as EcoRV/NotI fragments into corresponding cloning sites of the binary plant expression vector pGWR8 [45] downstream from the constitutive 35S promoter of cauliflower mosaic virus (CaMV). A Myc-tag was subsequently inserted in-frame as a NotI/NotI fragment. To generate plants overexpressing of *35S*::*CYP7875* in pART27 vector we cut *CYP78A5* with KpnI and SalI out from a pH-TOP vector carrying *CYP78A5* and ligated it into KpnI/XhoI sites of pART7 primary cloning vector [46] downstream from the 35S promoter of CaMV. The entire expression cartridge with *CYP5* cDNA (35S-CYP78A5-ocs 3’) was digested with NotI from pART7 and introduced into a NotI cloning site of the pART27 binary vector. To generate *pER>>AMP1*:*MYC*, the coding sequence of AMP1 (AT3G54720) including a C-terminal 6xMYC tag was amplified with primers 5’-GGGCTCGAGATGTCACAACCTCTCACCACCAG-3’ and 5’-TTTACTAGTCTCTAGCGGCCGCCTGTC-3’ cut with XhoI/SpeI and inserted into the corresponding cloning sites of the pER8 estradiol-inducible plant transformation vector [47]. Plants were transformed using the floral dip method, at least 10 independent transformants were generated for each line and the resulting T2 lines were confirmed for single transgene insertion sites based on the 3:1 segregation of the selection marker and propagated for further analysis.

### Fluorescence microscopy

CLSM images of *pKLU*::*YFP* and *pAMP1*::*AMP1-GFP* embryos and seedlings were generated using a TCS SP8 (Leica Microsystems) and a FV1000 (Olympus) confocal laser-scanning microscope. For imaging, we used the following excitation conditions: 488 nm (GFP) and 514 nm (YFP). Confocal laser-scanning microscope settings were kept constant in individual sets of experiments to allow for comparison of reporter proteins.

### RNA *in situ* hybridization

To generate AMP1 and GFP antisense and sense probes, the respective ORFs were amplified from cDNA using corresponding oligos (AMP1probeF: GCTCTCTTATCTTATCCTACGCACA/ AMP1probeR: CGAAGAGACAAAGGCAAAGATGG and eGFPprobeF: ACGGCGTGCAGTGCTTCAG/ eGFPprobeR: TGATCCCGGCGGCGGTCAC), subcloned into pGEM-T Easy, and used as a template for transcription from the T7 or SP6 promoters. 10-d-old Arabidopsis seedlings were fixed with Formaldehyde/Acetic Acid (FAA). The following paraffin infiltration was performed with a Leica ASP200 S tissue processor. Sample preparations and *in situ* hybridizations of 7-mm sections were performed essentially as described [48], a detailed protocol is available online (http://plantdev.bio.wzw.tum.de). Whole mount *in situ* hybridization of embryos and seedlings was performed essentially as described [49]. Images were taken using a BX61 upright microscope (Olympus) with DIC optics.

### Leaf number analysis

The sequential appearance of the leaves was recorded in all experiments by visual observation of plants using a SZX10 stereomicroscope (Olympus) equipped with a DP26 digital camera (Olympus). Cotyledons were considered as leaves. For 10 days old seedlings, a leaf was considered as initiated when its primordium could be observed under the stereomicroscope with 2x magnification. The rosette leaves of 63 days old plants were dissected from the stem and counted.

### Phenotypic analysis of embryos

Whole-mount preparations were done as described [50]. In brief, ovules from siliques of appropriate stages were fixed for 1–4 hours in ethanol/acetic acid (6:1) at room temperature. After washing in 100% ethanol and 70% ethanol, embryos were mounted in a mixture of chloralhydrate/glycerol/water (8:1:2) and cleared for about 1 hour at room temperature. Images were taken with an OLYMPUS BX61 microscope with differential interference contrast (DIC) optics.

### Scanning electron microscopy

Freshly collected seedlings were incubated in FAA fixative (50% ethanol, 10% acetic acid, 5% formaldehyde) overnight at 4°C, dehydrated through a graded ethanol series and subsequently subjected to supercritical point dried using an EM CPD300 (Leica). Shoots were mounted on conductive adhesive tabs (PLANO) and leaf primordia were partially dissected to disclose the shoot meristem. Pictures of samples were taken with a T-3000 tabletop scanning electron microscope (Hitachi). The SEM images were used to measure the SAM surface area with ImageJ software.

### GUS staining

Seedlings were submerged into freshly made GUS staining buffer (100 mM sodium phosphate buffer, 10 mM EDTA, 0.5 mM K_3_Fe(CN)_6_, 0.5 mM K_4_Fe(CN)_6_, Triton X-100 (0.1% v/v) and 1 mM 5-bromo-4-chloro-3-indolyl-β-D-glucuronide). The seedlings were stained at 37°C for various periods of time depending on the reporter strength. After staining the tissue was dehydrated with 70% ethanol. Samples were analyzed using a stereomicroscope (SZX10; Olympus) equipped with a digital camera (DP26; Olympus).

### Microarray experiment

The experiment was conducted with 10 d-old whole seedlings, grown in 96-well plates in liquid MS medium with DMSO in long day conditions. RNA for microarray analysis was extracted from three biological replicates for each line using the RNeasy Kit plant mini kit (Qiagen). cDNA synthesis, labeling and hybridization on a GeneChip Arabidopsis ATH1 genome was performed at the NASC Affymetrix service, University of Nottingham according to standard Affymetrix protocols. The raw microarray data from Affymetrix were uploaded into ArrayStar software (DNASTAR Inc.), preprocessed and normalized using RMA (Robust Microarray Analysis—Quantile) method; statistical significance was assessed with Moderated t-test [51]; p-value was adjusted with FDR (Benjamini and Hochberg false discovery rate ≤0.05) [52]. To reduce the number of false positives and to increase the chances of identifying all the differentially expressed genes, all the genes with adjusted p-values less than 0.05 were selected for further analysis. Genes resulting from this analysis were then filtered with regard to their differential expression (2-fold induction or repression, 95% confidence). The gene ontology term analysis was done using AgriGO web-based tool [53]. The *amp1-13* dataset was already used to analyze the effect of the small molecule hyperphyllin on trancriptomic responses [16]. The microarray data set is available in NCBI’s Gene Expression Omnibus (National Center for Biotechnology Information; http://www.ncbi.nlm.nih.gov)

### RNA and protein analyses

Total RNA was isolated from the whole seedlings using the RNeasy plant mini kit (Qiagen) following the manufacturer’s instructions. The cDNA was synthesized using RevertAid First Strand cDNA Synthesis Kit (Thermoscientific). Gene-specific primers were designed with Primer3 software [54]. Primers are listed in S1 Table.

Plant material (50–100 mg) was flash-frozen in liquid nitrogen and homogenized with a Retsch mill (Verder Scientific). A quantity of 200 μL extraction buffer (100 mM TRIS pH 6.8, 200 mM DTT, 4% SDS, 20% glycerol, 0.2% bromophenol blue) was added and samples were incubated at 95°C for 2 min. The samples were centrifuged at 14,000g for 5 min and 15 μL of the supernatants were separated by SDS-PAGE (10% gel) and semi-dry-blotted onto a polyvinylidene difluoride membrane (Millipore). The membrane was blocked with blocking buffer (5% skim milk powder dissolved in 0.05% Tween 20, 150 mM NaCl, and 10 mM TRIS/HCl, pH 8.0). For CYP78A5-MYC and AMP1:MYC detection membranes were probed with a mouse anti-c-Myc antibody (1:5000, Santa Cruz Biotech). Alkaline phosphatase-conjugated goat anti-mouse IgG (Sigma) diluted 1:5000 with blocking buffer was employed as secondary antibody. For detection the CDP-Star detection reagent (GE Healthcare) was used. For PHV-YFP detection, the membrane was probed with a mouse anti-GFP-HRP antibody (1:10000; # 130-091-833, Miltenyi Biotec) and signals were detected using the ECL Select Detection Reagent (GE Healthcare). For AGO1 detection, membranes were probed with a rabbit anti-AGO 1 antibody (1:10000; AS09527, Agrisera). HRP-goat anti-rabbit IgG (#31460, Invitrogen) diluted 1:10000 with blocking buffer was employed as a secondary antibody. Signals were detected using the ECL Select Detection Reagent (GE Healthcare).

For internal control detection, the detected membrane was incubated in stripping buffer (100 mM 2-mercaptoethanol, 2% SDS, 62.5 mM Tris-HCl pH 6.7) at 50°C for 30 min, and re-probed with monoclonal Anti-Actin antibody produced in mouse (1:10000; A0480, Sigma-Aldrich). HRP-Rabbit Anti-Mouse IgG (61–6020, Invitrogen), diluted 1:5000, was employed as a secondary antibody. Signals were detected using the ECL Select Detection Reagent (GE Healthcare).

### Statistics

Statistical analysis was performed with PRISM8 software (GraphPad Software, San Diego, USA). For statistical analysis of the overlap of misregulated genes we used the Nemates microarray analysis tool (http://nemates.org/MA/progs/overlap_stats.html). Raw data for figures can be found in S3 Table.

## Supporting information

S1 Fig Comparative expression analysis of the 6 *CYP78A* members, *AMP1* and *LAMP1* in the shoot meristem. **(A)** Scheme showing the different expression domains in the shoot meristem used in this analysis (According to: http://arabidopsis.org). **(B)** Relative expression levels of indicated genes in the different shoot meristem domains based on eFB Browser-provided RNAseq expressen data (http://bar.utoronto.ca).
(TIFF)

S2 Fig RAP2.6L expression is upregulated in *cyp78a5,7*. *pRAP2*.*6L*::*GUS* and *pRAP2*.*6L*::*RAP2*.*6L-GUS* activity in wild type and *cyp78a5*,*7* seedlings at 8 DAG. Size bars represent 2 mm.
(TIFF)

S3 Fig LAMP1 overexpression rescues *amp1*-related shoot phenotypes. (**A**) Seedling shoot phenotypes of indicated genotypes at 15 DAG. (**B**) Adult shoot phenotypes of indicated genotypes at 32 DAG. (**C**) Quantification of rosette leaf number in the indicated genotypes at 7 DAG, 9 DAG and 15 DAG (means ± SE of the mean; n ≥ 10). Different letters over the error bars indicate significant differences within day-specific graphs (P < 0.05; one-way ANOVA followed by Tukey’s multiple comparison tests). Size bars represent 2 mm (A) and 2 cm (B).
(TIFF)

S4 Fig Overexpression of *CYP785* affects leaf number and SAM size. **(A)** Seedling shoot phenotype of wild type, *35S*::*CYP78A5* and *35S*::*CYP78A5*:*MYC* at 10 DAG (upper panel) and at 14 DAG (lower panel). **(B)** Scanning electron micrographs of shoot apices from 10-d-old plants of indicated genotypes. **(C)** Quantification of rosette leaf number in indicated genotypes at 10 DAG and at 14 DAG (means ± SE of the mean; n ≥ 10). **(D)** SAM size measurement of the indicated genotypes at 10 DAG (means ± SE of the mean; n ≥ 5). **(E)** Immunoblotting of protein extracts of 10-d-old wild type and *35S*::*CYP78A5*:*MYC* seedlings. CYP78A5:MYC was detected using an anti-MYC antibody. Size bars represent 1mm (A) and 500 μm (B).
(TIFF)

S5 Fig AGO1 and PHV-YFP protein levels are increased in *cyp78a5,7*. **(A)** Immunoblotting of protein extracts of 10-d-old *35S*::*PHV-YFP* seedlings in the indicated genetic backgrounds. Results of three independent biological repeats (BR) are shown. Upper panel: PHV-YFP detection using an anti-GFP antibody. Lower panel: Actin detection using an anti-actin antibody served as a loading control. **(B)** Immunoblotting of protein extracts from the indicated genotypes. Results of three independent biological repeats (BR) are shown. Upper panel: AGO1 detection using an anti-AGO1 antibody. Lower panel: Actin detection using an anti-actin antibody served as a loading control. **(C)** Quantification of relative signal intensities of PHV-YFP bands shown in (A) normalized against corresponding actin band intensities in wild type and *cyp78a5*,*7* (means ± SE of the mean; n = 3). ** indicates a significant difference (Student’s 2-tailed t-test; p < 0.01). **(D)** Quantification of relative signal intensities of AGO1 bands shown in (B) normalized against corresponding actin band intensities in wild type and *cyp78a5*,*7* (means ± SE of the mean; n = 3). ** indicates a significant difference (Student’s 2-tailed t-test; p < 0.01).
(TIFF)

S6 Fig Expression analysis of *CYP78A5* and *CYP78A7* in *cyp78a5* and *cyp78a7*. **(A)** Detection of *CYP78A5* transcript levels in 7-d-old seedlings of the indicated genotypes by semiquantitative RT-PCR. In *cyp78a5* no CYP78A5-specific cDNA fragment (~970 bp) could be detected. **(B)** Detection of *CYP78A7* transcript levels in 7-d-old seedlings of the indicated genotypes by semiquantitative RT-PCR. In *cyp78a7* no CYP78A7-specific cDNA fragment (~1100 bp) could be detected. *UBQ5* (~250 bp) was used as normalization control.
(TIFF)

S1 Table List of genes differently expressed in *cyp78a5,7* and *amp1-13* seedlings.

S2 Table List of primers used in this study.

S3 Table Raw data for figures.

# Supplementary material for: AMP1 and CYP78A5/7 act through a common pathway to govern cell fate maintenance in Arabidopsis thaliana
**Source:** PLoS Genet. 2020 Sep 22;16(9):e1009043. doi: 10.1371/journal.pgen.1009043
**Supplement:** S2 Table

| Name | Sequence 5’-3’ | Purpose |
| --- | --- | --- |
| AMP1F1 | TATCAGTGGCTGGAATTTGG | PCR-genotyping |
| amp1-1F1 | TATCAGTGGCTGGAATTTGA | PCR-genotyping |
| AMP1R | GCTCTCTGAATCGCTCTTGC | PCR-genotyping |
| AMP1cDNAF (XhoI) | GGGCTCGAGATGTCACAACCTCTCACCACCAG | Cloning |
| EST>>MYC R1 (SpeI) | TTTACTAGTCTCTAGCGGCCGCCTGTC | Cloning |
| LAMP1 F3 | AGCAAACAACCAACTCCATTG | PCR-genotyping |
| LAMP1 F4 | AGTCGTTGGATCACCTAACCC | PCR-genotyping |
| LAMP1 R3 | TAACAGTTTCCCCCTGAAACC | PCR-genotyping |
| LAMP1 R4 | TGGTAAAAGCTGACAAATTAATGTTC | PCR-genotyping |
| DSPM | TACGAATAAGAGCGTCCATTTTAGAGTGA | PCR-genotyping |
| LBb1.3 | ATTTTGCCGATTTCGGAAC | PCR-genotyping |
| KLUFgenotype | CACTCTCTCTCTCCTGCCATAAC | PCR-genotyping and RT-PCR |
| KLURgenotype | CATCCTTTTGCAAGCCAAGCA | PCR-genotyping and RT-PCR |
| CYP78A7Fgenotype | AAACCGACGTCTTTCTTCCCATGCA | PCR-genotyping and RT-PCR |
| CYP78A7Rgenotype | CGATGATTTTCTTGACGAGGGTTC | PCR-genotyping and RT-PCR |
| CYP78A5 ORF F | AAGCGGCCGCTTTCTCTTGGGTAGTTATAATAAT | Cloning |
| CYP78A5 ORF R | CCCGATATCCAGCCTGAG | Cloning |
| AMP1probeF | GCTCTCTTATCTTATCCTACGCACA | in situ hybridization |
| AMP1probeR | CGAAGAGACAAAGGCAAAGATGG | in situ hybridization |
| eGFPprobeF | ACGGCGTGCAGTGCTTCAG | in situ hybridization |
| eGFPprobeR | TGATCCCGGCGGCGGTCAC | in situ hybridization |
| AMP1RT-F | GGAATTCTCTTGGCTGATGAGC | RT-PCR |
| AMP1RT-R | GTGAAACCTCCTTTAAGAGCTTTGC | RT-PCR |

**S2 Table: List of primers used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

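Gene expression was measured in 10-day-old whole seedlings of wild type Col-0, cyp78a5,7 and amp1-13, with 3 biological replicates of each on 9 Affymetrix ATH1 arrays. The paper's own analysis used RMA with quantile normalization of the raw arrays in ArrayStar, a moderated test and adjustment of the false discovery rate, with a threshold of 2-fold. The raw arrays were not analysed here. The table as deposited holds signal intensities that the authors made with MAS5 (version not given), on a linear scale, with each array scaled so that its mean without the lowest and highest 2% of values was 100.0. No normalization between the arrays beyond this factor had been applied, and the lowest signal was 0.012. RMA cannot be computed from summarized signals, so the paper's normalization was not repeated.

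Of 22810 probe sets, 64 control probe sets were left out and 22746 were tested. An offset of 16 was added to the signal before the log2, which shrinks the changes of dim probe sets, and the log2 values were quantile normalized across the 9 arrays. Linear models were fitted with limma 3.58.1 in R 4.3.3 to all 9 arrays, with the genotype as the only term, 6 residual degrees of freedom and 2.69 prior degrees of freedom. Each mutant was compared with wild type and the 2 mutants with each other, two-sided, with Benjamini-Hochberg adjustment over all probe sets of a comparison. A probe set was called at an adjusted p under 0.05 and a change of at least 2-fold. The F-test over both mutant contrasts was called at an adjusted p under 0.05 alone. Standard errors are limma's. Signals of single genes are given as deposited, on the linear scale before the quantile normalization, with their SD over 3 arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

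The annotation of the platform gave 1 gene for 13513 probe sets (59.4%) and several genes for 503. A further 820 were named from Table S1, and 7910 had no name in either. Table S1 held all 1897 genes of cyp78a5,7 and the first 46 of amp1-13 in the copy used here. The gene lists were fixed before the data were examined, when the values of Table S1 had been seen. Together the 33 lists hold 655 genes, of which 222 had a named probe set, 90 by the annotation and 132 by Table S1 alone. Counts of called members cover all named members, which the text calls measured. Counts adjusted over the list alone apply Benjamini-Hochberg to these members only, with the same 2-fold threshold. Most of these members were selected by Table S1, which loosens that adjustment. For the touch genes in amp1-13 it gave 17 over all named members and 5 over the annotated ones. The set tests camera (preset correlation of 0.01) and fry cover the members named by the annotation, for the 11 lists with at least 3 such members, with 33 tests adjusted together. The hormone gene sets and the ontology annotation of the paper were not used here. Words of the ontology text in Table S1 were counted without a test, over the genes listed for cyp78a5,7 alone.

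The genes named in the text were the 20 that the paper names around the experiment, where a probe set could be named, the 8 largest rises and falls in each mutant and the 5 largest in each direction between the mutants. Added to these were the genes called in opposite directions and up to 3 called members of each list. For the largest changes, probe sets with 1 gene and with all mutant arrays beyond all arrays of the other genotype were taken. Further members are named as examples, and these were chosen after their values had been seen.

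The overlap of the called probe sets was tested with Fisher's exact test, one-sided. It was also set beside 100 simulations of 2 unchanged mutants against shared wild type arrays. The detection of changes was tested on simulated data in which 50 probe sets of each of 4 sizes were changed, and log2 changes of 2 and 3 were all called. The replicate numbers of the labels were tested as a block. After the genotype means were removed, arrays with the same number correlated at -0.119 to 0.161 and arrays with other numbers at -0.174 to 0.247, and 5 of the 9 arrays correlated best with an array of their own number. Arrays thus shared a number and no measured pairing, and the block was used as an alternative.

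The alternatives were the values as deposited, arrays centred on the 75th percentile, no offset, an offset of 64, leaving out the 30% of probe sets with the lowest mean, fits of the 2 genotypes compared, the replicate block, a variance trend, robust variances, other fold thresholds, probe sets with 1 annotated gene, and leaving out each array. The median log2 fold change of all probe sets lay between -0.061 and 0.016 over the 3 scalings and the 3 comparisons. The data hold no detection calls, and probes that match related genes were not separated. The precision is limited by the number of arrays, 3 for each genotype.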

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

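The tests of handling, of the wild type arrays, of nutrients and of the authors' scaling were chosen after the result was seen, and the others in this part before. Groups of 3 arrays were not tested for single arrays that stand apart.

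The changes of 4 genes differed between the mutants, each lower in cyp78a5,7 and higher in amp1-13 than in wild type. The log2 fold change in cyp78a5,7 minus that in amp1-13 was -2.87 for XTH6 (adjusted p = 0.00158), -2.75 for AT5G22920 (adjusted p = 0.00119), -2.44 for AT4G33720 (adjusted p = 0.00174) and -2.23 for ERF104 (adjusted p = 0.00174, all from limma). Every cyp78a5,7 array lay below every amp1-13 array for each of them. These genes were picked by calls of at least 2-fold in opposite directions, so the differences and their p-values follow largely from that choice. The direct comparison of the mutants, which the paper does not report, called 891 probe sets. Among the genes outside those the paper discusses, 10 genes of the nitrate response were called higher and 5 genes of sulphur limitation lower in cyp78a5,7 than in wild type.

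Jasmonate, wound and touch genes were higher in cyp78a5,7. Handling of single cultures was examined first on the 8 annotated touch genes. In mean log2 value the lowest cyp78a5,7 array stood above the highest wild type array by 1.1 (ranges within wild type 0.78, cyp78a5,7 0.58 and amp1-13 1.02). This gap cannot decide, since 7 of the 8 genes were already called higher in cyp78a5,7. Called probe sets nearly always had separate arrays (1584 of 1596). The gap was also close to the amp1-13 range, and amp1-13 array 1, at 8.40, stood above cyp78a5,7 array 3, at 8.27. For the 24 jasmonate genes the gap was 2.63 (ranges 0.36, 0.30 and 0.76), but it cannot decide, since Table S1 selected 20 of the 24 on these arrays. For the 4 annotated jasmonate genes, of which 1 was called higher in cyp78a5,7, the gap was 0.19 (ranges 0.12, 0.19 and 0.12). Handling of single cultures thus stays open for the touch and the jasmonate genes. Low values on the wild type arrays are argued against as the whole cause for the named jasmonate genes alone. Of these, 18 of 24 were also higher in cyp78a5,7 than in amp1-13, a comparison that holds no wild type array. Table S1 named 20 of the 24 by a selection that used the cyp78a5,7 arrays, so this share is raised and does not describe the whole list. Of the annotated genes 1, a synthesis gene, was called higher than in amp1-13. For the touch genes low wild type values stay open as a cause, since 4 of 23 were higher in cyp78a5,7 than in amp1-13. Handling of all the cyp78a5,7 cultures, with 21 of the 23 touch genes higher, cannot be told apart from an effect of the genotype, which also stays open, because every cyp78a5,7 culture had the same genotype.

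Of 10 photosynthesis genes, 3 were called higher in amp1-13 and none lower. A larger green share of the amp1-13 seedlings would raise all members alike if they were expressed in green tissue alone and measured on 1 scale. The log2 fold changes of the 8 annotated members ran from 0.12 to 1.24. They differed by more than limma's errors (Cochran's Q 38.5, p = 2.4e-06 by its chi-square approximation, which is rough with 3 arrays and members that are not independent). This argues only against a green share that raises all members alike. A share that raises them unequally was not tested and stays open. The median log2 fold change of the members depends on the scaling, since it was 0.27 with the authors' scaling alone, 0.44 after the quantile step used here and 0.22 with arrays centred on the 75th percentile, so part of it may come from the quantile step. How much is due to scaling and how much to the genotype stays open, as the set's call was kept at the lowest median (adjusted p = 0.0136 from limma's camera) but lost on the quantile values with an estimated correlation (adjusted p = 0.427).

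Nitrate genes were higher and genes of sulphur limitation lower in cyp78a5,7. Unusual wild type arrays are argued against as the whole cause for the named members alone. Of these, 12 of 18 also differed in that direction between cyp78a5,7 and amp1-13, a comparison that holds no wild type array. The selection by Table S1 used the cyp78a5,7 arrays, so this share is raised and does not describe whole lists. The 2 members named by the annotation, both of sulphur limitation, were among the 12, and no nitrate gene was named by the annotation. As to nutrients of single cultures, the nitrate mean minus the sulphur mean was 3.00 higher on the lowest cyp78a5,7 array than on the highest wild type array (ranges within wild type 0.37, cyp78a5,7 1.53 and amp1-13 0.60). This gap cannot decide, since 16 of the 18 members were named through Table S1, which selected them on these arrays. Nutrients of all the cyp78a5,7 cultures, with 15 of the 18 members called in that direction, cannot be told apart from an effect of the genotype, because these cultures all had 1 genotype.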

How the results depend on the processing

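The set tests under other scalings were chosen after their result was seen, and the other alternatives were planned. The counts below come in the order cyp78a5,7 against wild type, amp1-13 against wild type and cyp78a5,7 against amp1-13, then the overlap of the probe sets called in both mutants and the direction of the probe sets called in both mutants, as the number with the same direction. For these the values as deposited, arrays centred on the 75th percentile, no offset, leaving out the dimmest 30%, fits of 2 genotypes, a variance trend and robust variances gave counts within 1.5 times those reported. With the replicate block the counts were 1586, 579 and 827, the overlap 317, any difference among the 3 genotypes 5130, and 8 set tests of the gene lists passed. With an offset of 64 the counts were 774, 242, 411, 113 and 112, since a larger offset shrinks the folds of dim probe sets. With no threshold on the fold they were 5409, 2734, 2643, 1759 and 1724, and with a fold of at least 1.5 they were 3760, 1880, 2070, 1117 and 1106. The test against a fold of 1.5 gave 634, 55, 163, 28 and 28. With only the probe sets of 1 annotated gene, which are fewer, they were 830, 268, 419, 148 and 147. The F-test for any difference among the 3 genotypes called 3160 of those probe sets and 3493 of all probe sets with no offset, and the cause of the latter was not tested. Simulated unchanged mutants shared 0.01 probe sets.

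When 1 array was left out, amp1-13 against wild type ranged from 326 (without wild type replicate 3) to 923 (without wild type replicate 2), with 389 and 383 without amp1-13 replicates 1 and 2. For cyp78a5,7 against amp1-13 the range was 553 (without amp1-13 replicate 2) to 1270 (without cyp78a5,7 replicate 1), and cyp78a5,7 against wild type stayed between 1294 and 1975. The overlap of the probe sets called in both mutants ranged from 151 to 538 and the direction of the probe sets called in both mutants from 151 to 534, both without wild type replicates 3 and 2, and the overlap was 192 and 203 without amp1-13 replicates 1 and 2. The F-test for any difference among the 3 genotypes ranged from 3480 (without wild type replicate 3) to 7520, with 3977 without wild type replicate 1 and 3865 without cyp78a5,7 replicate 2. The correlation of log2 fold changes of the 2 mutants stayed between 0.565 and 0.685 (jackknife error 0.106). The cause of these shifts was not tested.

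Of the 33 set tests of the gene lists 9 passed with camera, 7 to 9 when 1 array was left out, 0 with an estimated correlation, 14 with fry for 1 direction and 15 with fry for either direction. Of 120 called values of named genes, 80 were called under every alternative run for them, which did not include other fold thresholds, 40 were lost under at least 1, and 18 others were gained. No value of a named gene that was called changed its direction. Of the values of named genes under alternatives, 3497 kept their side of the threshold, 157 were lost and 50 gained. The largest losses were with an offset of 64 (30), without wild type replicate 3 (23) and without wild type replicate 1 or amp1-13 replicate 1 (20 each). Dim probe sets limit the rest, since 34.48% to 38.35% of each array lay under the offset of 16.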

Differences from the paper's values

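No test in this part was chosen after its result was seen. The paper's counts come from RMA values and the counts here from the deposited signals, at the same thresholds.

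For amp1-13 the paper's count of differentially expressed genes is 953, and 591 probe sets were called here. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with the values as deposited (639), with arrays centred on the 75th percentile (657), with no offset (679), without the dimmest 30% of probe sets (666) and without wild type replicate 2 (923). It did not with fits of 2 genotypes (604), the replicate block (579), a variance trend (608), robust variances (618), an offset of 64 (242), probe sets of 1 annotated gene (268) or any other array left out (326 to 627). Other fold thresholds than the paper's gave 2734 with none, 1880 with 1.5-fold and 55 with a test against 1.5-fold.

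The paper's number of genes changed in both mutants is 511, and 313 were called here. The number came within 1.5 times the paper's with arrays centred on the 75th percentile (372), no offset (357), without the dimmest 30% (367) and without wild type replicate 2 (538). It did not with the values as deposited (332), fits of 2 genotypes (300), the replicate block (317), a variance trend (326), robust variances (331), an offset of 64 (113), probe sets of 1 annotated gene (148), any other array left out or any other fold threshold (1759 with none, 1117 with 1.5-fold, 28 with a test against 1.5-fold).

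The paper's number of genes with opposite change is 8, and 4 were called here. It was 7 without cyp78a5,7 replicate 1 and 11 with a fold of at least 1.5, a lower threshold than the paper's, and these are the alternatives within 1.5 times the paper's number. Under all the others it differed by more, among them the values as deposited and no offset, each with 5.

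Of the 1897 genes that Table S1 lists for cyp78a5,7, 1396 were called here, 1838 had an adjusted p under 0.05, and 442 of these were under 2-fold. The median absolute log2 fold change of the listed genes was 1.47 in the paper's table and 1.24 here. With no offset 1634 of them were called, without wild type replicate 2 1485, with arrays centred on the 75th percentile 1420, with a fold of at least 1.5 1822 and with no threshold on the fold 1838. Of the 46 amp1-13 genes held, 40 were called.

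The paper lists terms of the salicylic acid response and of temperature stimulus as enriched in amp1-13 and not in cyp78a5,7. Enrichment was not tested here. Of 10 salicylic acid genes, 9 were called higher in cyp78a5,7 and 4 in amp1-13, and of 7 cold genes 4 were called higher and 1 lower in cyp78a5,7 and 0 higher and 2 lower in amp1-13. Of 10 photosynthesis genes, which the paper names with them, 3 were called higher in amp1-13 and 1 in cyp78a5,7. Table S1 alone named 8 of the salicylic acid, 3 of the cold and 2 of the photosynthesis genes. The copy used held all 1897 cyp78a5,7 genes but only the first 46 of amp1-13. The counts thus favour cyp78a5,7 and do not bear on the paper's enrichment. The 4 cold genes called higher in cyp78a5,7 also belong to the abscisic acid list. For CYP78A7 the paper reports no detectable transcript in 7-day-old cyp78a7 seedlings (S6 Fig), and here its signal in cyp78a5,7 was not lower than in wild type (log2 fold change 0.66, adjusted p = 0.0535 from limma).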

Other observations

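The regroupings of the arrays were planned before their results were seen, and the genes named as examples below were partly chosen after.

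Of 11 measured nitrate response genes, all named through Table S1 and so not independent evidence, 10 rose in cyp78a5,7 and 4 in amp1-13 (10 and 4 adjusted over the list alone), and 7 were higher in cyp78a5,7 than in amp1-13. NIR1 and NIA1, which encode nitrite and nitrate reductase, had log2 fold changes of 3.81 and 3.67 in cyp78a5,7, and in amp1-13 NIA1 rose by 1.61. G6PD3, an enzyme that supplies reducing power, rose by 2.82 in cyp78a5,7 and stood at 0.11 in amp1-13, and BT2 rose in both, by 2.25 and 2.09. The amp1-13 count was 1 without wild type replicate 3 or amp1-13 replicate 2, and 2 without wild type replicate 1 or 2, cyp78a5,7 replicate 2 or amp1-13 replicate 1, or with either other offset. Of 7 genes of sulphur limitation, 5 fell and 1 rose in cyp78a5,7 and 1 fell in amp1-13 (6 and 1, and 2 and 1, adjusted over the list alone). SDI2, named by the annotation, fell at -2.09 and APR2, an enzyme of sulphate reduction, at -1.26, while the sulphate transporter gene SULTR1;2 rose 4.60-fold. Between the mutants 5 were lower in cyp78a5,7 (3 without amp1-13 replicate 2). The amp1-13 call, of LSU2, was lost without wild type replicate 1 or 3 or any amp1-13 array and with no offset.

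Of 6 sugar starvation genes, 2 rose and 1 fell in cyp78a5,7 and 3 rose and 1 fell in amp1-13 (the same numbers adjusted over the list alone). TPS11 rose by 1.47 and 2.02 and GDH2 by 1.54 and 1.01. Between the mutants 2 were lower in cyp78a5,7. In cyp78a5,7, 4 rose without cyp78a5,7 replicate 1 or with no offset, and the fall in amp1-13 was lost without wild type replicate 3 or amp1-13 replicate 1 or 2. The rises in amp1-13 numbered 2 without wild type replicate 1 or 3, cyp78a5,7 replicate 2 or any amp1-13 array and with either other offset. Among 4 genes of flavonoid synthesis DFR rose in amp1-13, by 2.13, and stood at 0.50 in cyp78a5,7, where PAP2 fell (0 and 1 in cyp78a5,7 and 1 and 0 in amp1-13 adjusted over the list alone). The fall of PAP2 was lost without wild type replicate 1 or 3, cyp78a5,7 replicate 2 or 3 or amp1-13 replicate 1 and with other offsets. Over the 3 annotated members limma's camera gave an adjusted p = 0.00157 in amp1-13 and 0.00157 between the mutants, and an adjusted p = 0.427 for both with an estimated correlation. SEP3, the one flowering gene measured, had a signal of 36.0 ± 3.26 in wild type and 192 ± 16.2 in amp1-13 (SD, n = 3 each), a log2 fold change of 1.95 (1 adjusted over the list alone) against -0.22 in cyp78a5,7, and the difference of -2.17 between the mutants was called. Of 3 clock genes 2 rose in cyp78a5,7, PRR5 and CDF1, the latter by 1.29 against 0.04 in amp1-13 (2 in cyp78a5,7 and 1 in amp1-13 adjusted over the list alone), and the call of CDF1 was lost with an offset of 64.

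Of 5 cell cycle genes CYCD3;3 fell in cyp78a5,7, at -1.03 (1 adjusted over the list alone), a call lost without wild type replicate 1 or 3 or cyp78a5,7 replicate 3 or with an offset of 64, and none was called in amp1-13. Of 4 root hair genes PRP1 and EXT13 were called higher in amp1-13, by 1.70 and 1.44, and none in cyp78a5,7 (the same numbers adjusted over the list alone), and neither call held without wild type replicate 1 or 3 or amp1-13 replicate 1 or 2. PYK10, the root gene measured, stood at 0.10 and 0.09. None of 5 genes of the leaf epidermis was called, with CPC at -0.71 in cyp78a5,7 and -0.97 in amp1-13, where it was called without wild type replicate 2 or amp1-13 replicate 1 or 3, and in both mutants with no offset. None of the 22 embryo and seed genes had a named probe set. Of the AMP1 and CYP78A families 3 were measured and none was called (0 adjusted over the list alone), with CYP78A6 at -0.74 in cyp78a5,7 (adjusted p = 0.0172 from limma) and -0.03 in amp1-13 and CYP78A9 at -0.43 and 0.33. CYP78A6 was called in cyp78a5,7 with no offset. Probe sets for AMP1, LAMP1 and CYP78A5 were not named, so their expression is not reported here. Of other genes with large changes, NEET rose by 2.53 in amp1-13 and stood at 0.18 in cyp78a5,7, GAT1_2.1 rose by 1.70 in cyp78a5,7 and 2.65 in amp1-13 from a wild type signal under the offset of 16, so that these sizes depend on the offset, and AT3G62550 fell in cyp78a5,7, at -2.92, and stood at -0.19 in amp1-13.

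The arrays were also regrouped. For 2 genotypes there are 10 splits of 6 arrays, too few for a share under 0.05. In fits of the 2 genotypes the real split called 1448 probe sets for cyp78a5,7 against wild type, 604 for amp1-13 against wild type and 746 for cyp78a5,7 against amp1-13, and the highest other split called 0 in each, so that 1 of 10 splits reached the real count. For any difference among the 3 genotypes, 1 of 100 splits, the real one with 6028 probe sets by the F-test, reached that count and the highest other called 1476. Chance is therefore unlikely there, though 100 splits allow no share under 1 in 100.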
